# TBCRC 039: a phase II study of preoperative ruxolitinib with or without paclitaxel for triple-negative inflammatory breast cancer

**DOI:** 10.1186/s13058-024-01774-0

**Published:** 2024-01-31

**Authors:** Filipa Lynce, Laura E. Stevens, Zheqi Li, Jane E. Brock, Anushree Gulvady, Ying Huang, Faina Nakhlis, Ashka Patel, Jeremy M. Force, Tufia C. Haddad, Naoto Ueno, Vered Stearns, Antonio C. Wolff, Amy S. Clark, Jennifer R. Bellon, Edward T. Richardson, Justin M. Balko, Ian E. Krop, Eric P. Winer, Paulina Lange, E. Shelley Hwang, Tari A. King, Sara M. Tolaney, Alastair Thompson, Gaorav P. Gupta, Elizabeth A. Mittendorf, Meredith M. Regan, Beth Overmoyer, Kornelia Polyak

**Keywords:** Inflammatory breast cancer, Triple negative, Ruxolitinib, Paclitaxel, Neoadjuvant

## Abstract

**Background:**

Patients with inflammatory breast cancer (IBC) have overall poor clinical outcomes, with triple-negative IBC (TN-IBC) being associated with the worst survival, warranting the investigation of novel therapies. Preclinical studies implied that ruxolitinib (RUX), a JAK1/2 inhibitor, may be an effective therapy for TN-IBC.

**Methods:**

We conducted a randomized phase II study with nested window-of-opportunity in TN-IBC. Treatment-naïve patients received a 7-day run-in of RUX alone or RUX plus paclitaxel (PAC). After the run-in, those who received RUX alone proceeded to neoadjuvant therapy with either RUX + PAC or PAC alone for 12 weeks; those who had received RUX + PAC continued treatment for 12 weeks. All patients subsequently received 4 cycles of doxorubicin plus cyclophosphamide prior to surgery. Research tumor biopsies were performed at baseline (pre-run-in) and after run-in therapy. Tumors were evaluated for phosphorylated STAT3 (pSTAT3) by immunostaining, and a subset was also analyzed by RNA-seq. The primary endpoint was the percent of pSTAT3-positive pre-run-in tumors that became pSTAT3-negative. Secondary endpoints included pathologic complete response (pCR).

**Results:**

Overall, 23 patients were enrolled, of whom 21 completed preoperative therapy. Two patients achieved pCR (8.7%). pSTAT3 and IL-6/JAK/STAT3 signaling decreased in post-run-in biopsies of RUX-treated samples, while sustained treatment with RUX + PAC upregulated IL-6/JAK/STAT3 signaling compared to RUX alone. Both treatments decreased GZMB^+^ T cells implying immune suppression. RUX alone effectively inhibited JAK/STAT3 signaling but its combination with PAC led to incomplete inhibition. The immune suppressive effects of RUX alone and in combination may negate its growth inhibitory effects on cancer cells.

**Conclusion:**

In summary, the use of RUX in TN-IBC was associated with a decrease in pSTAT3 levels despite lack of clinical benefit. Cancer cell-specific-targeting of JAK2/STAT3 or combinations with immunotherapy may be required for further evaluation of JAK2/STAT3 signaling as a cancer therapeutic target.

**Trial registration:**

www.clinicaltrials.gov, NCT02876302. Registered 23 August 2016.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-024-01774-0.

## Introduction

Inflammatory breast cancer (IBC) is a rare but aggressive form of breast cancer that accounts for only 1–3% of breast cancer cases in the USA [1–3] but results in approximately 7% of breast cancer-related deaths [2]. Due to the unique intrinsic biology of IBC, advanced disease (i.e., at least stage IIIB) is presented at the time of diagnosis. Approximately 55–85% of patients with IBC present with metastasis to the axillary and/or supraclavicular lymph nodes, and 20–40% of patients are diagnosed with de novo distant metastases [4]. Thus, neoadjuvant systemic therapy is an important component of treatment for patients with IBC.

The standard of care for patients with stage III IBC consists of neoadjuvant chemotherapy (plus trastuzumab and pertuzumab for patients with HER2-positive disease) followed by modified radical mastectomy and post-mastectomy radiation therapy [5, 6]. This tri-modality therapy produces 5-year and 10-year overall survival (OS) rates of 55.4% and 37.3%, respectively [7]. In addition, pathologic complete response (pCR) to neoadjuvant systemic therapy is associated with longer OS [8].

The triple-negative breast cancer subtype (i.e., negative for estrogen and progesterone receptors and HER2, ER^-^PR^-^HER2^-^) is overrepresented in IBC, comprising 25–30% of cases [9, 10]. Patients with triple-negative IBC (TN-IBC) have significantly worse survival outcomes than patients with hormone receptor-positive or HER2-positive IBC [9–11], which necessitates the development of more effective systemic therapy options.

IBC tumors have been shown to harbor a large population of CD44^+^CD24^−^ cells with stem cell-like characteristics that are commonly pSTAT3^+^ [12–14]. We previously demonstrated that CD44^+^CD24^−^ cancer cells are enriched in basal-like tumors compared with other breast cancer subtypes [15] and that CD44^+^CD24^−^ cancer cells have heightened IL-6/JAK2/STAT3 signaling activity compared with other tumor cells [16]. Inhibition of JAK2 blocked the growth of human basal-like breast cancer cell lines in vitro and in vivo in mouse xenograft models [16]. Subsequently, we showed that combination of the JAK1/2 inhibitor ruxolitinib (RUX) [17] with paclitaxel (PAC) decreased the tumor volume of IBC xenografts more effectively than either agent alone [14].

Based on the results of prior preclinical studies, we conducted a randomized phase II clinical trial of neoadjuvant therapy with nested window-of-opportunity study of RUX, alone or in combination with PAC, in patients with TN-IBC.

## Methods

### Study design and patient population

Eligible patients had triple-negative (ER ≤ 10%, PR ≤ 10%, HER2-negative per ASCO/CAP Guidelines) IBC (Additional file 2: Table S1). The diagnosis of IBC was made based on the presence of signs and symptoms consistent with a clinical diagnosis of IBC, usually characterized by a rapid onset of diffuse erythema and edema (or peau d’orange) involving at least one-third of the overlying breast skin, with or without an underlying palpable mass, as defined by the American Joint Committee on Cancer (8th edition) [18]. Patients with evidence of extensive nodal involvement (defined as metastatic disease involving any nodal region outside of the involved breast) were eligible. Patients with minimal metastatic disease (demonstrated by imaging only, not amenable to biopsy confirmation) in bone and/or viscera were eligible. Patients were required to be at least 18 years old with an Eastern Cooperative Oncology Group performance status of 0 or 1. All participants signed written informed consent. 

At registration, the randomization process assigned participants’ receipt of intervention during the 7-day run-in window-of-opportunity investigation and as neoadjuvant therapy. During the run-in, patients received either single agent RUX (15 mg or 20 mg PO, depending on initial platelet count) twice daily for seven days, or RUX (15 mg PO) twice daily for seven days in combination with one dose of PAC 80 mg/m^2^ administered on day 1 (denoted Cycle 0, Day 1), with an equal (1:1) assignment probability. After the run-in, those who received single agent RUX proceeded to neoadjuvant therapy with either daily RUX plus weekly PAC 80 mg/m^2^ or with weekly PAC alone for 12 weeks; those who had received the combination of ruxolitinib plus paclitaxel (RUX + PAC) continued to receive it for a total of 12 weeks. Thus, patients received neoadjuvant RUX + PAC in a 3:1 ratio relative to PAC alone. Two weeks after the last dose of PAC, all patients received neoadjuvant doxorubicin and cyclophosphamide (AC) every two weeks for four cycles. After the completion of AC therapy, patients underwent modified radical mastectomy followed by standard postoperative radiation therapy (Fig. 1A, Additional file 1: Figure S1A, Additional file 2: Table S1).

**Fig. 1:**
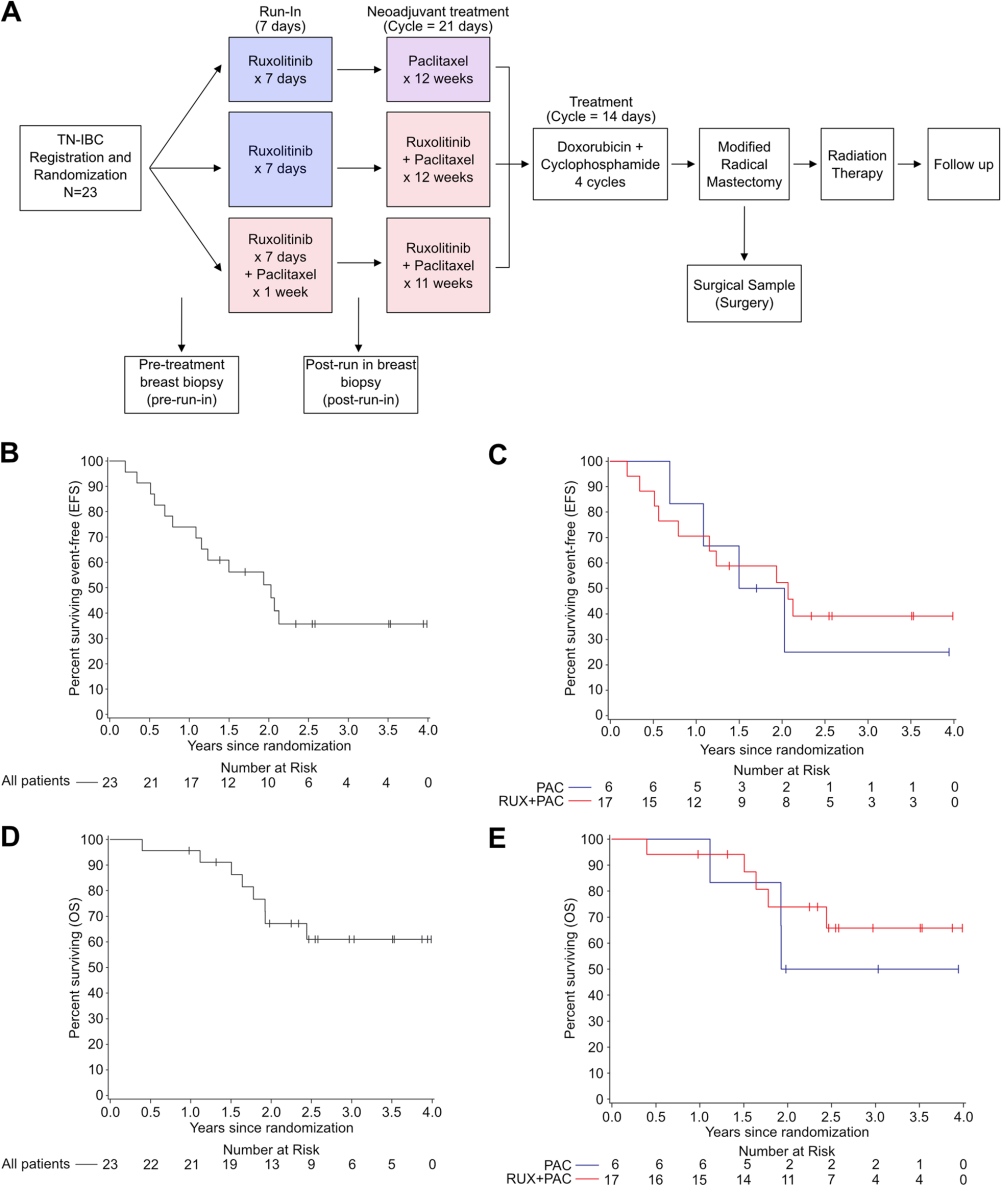
Clinical trial design, sample collection, and patient outcomes. **A** Scheme of clinical trial design and sample collection. Patients were eligible if their tumor was ER and PR ≤ 10% by immunohistochemistry and HER2-negative as defined by ASCO/CAP criteria. **B** Kaplan–Meier estimate of event-free survival (EFS) of all 23 patients. **C** Kaplan–Meier estimate of EFS according to neoadjuvant treatment. **D** Kaplan–Meier estimate of overall survival (OS) of all 23 patients; **E** Kaplan–Meier estimate of OS according to neoadjuvant treatment

Patients were required to undergo a research biopsy of breast tumor tissue at baseline (hereafter called pre-run-in) and after the completion of run-in therapy (post-run-in) prior to the administration of Cycle 1, Day 1 of neoadjuvant PAC. A sample of invasive tumor tissue from definitive breast surgery performed after the completion of neoadjuvant systemic therapy was also obtained from patients with residual disease.

Efficacy endpoints included pathologic complete response (ypT0/Tis, ypN0), residual cancer burden (RCB) classification, event-free survival (EFS) and OS defined from randomization, as well as disease-free survival (DFS) defined from surgery among the subset of patients who underwent surgery (Additional file 1). Following surgery, participants were followed for recurrence and survival, every 3 months for 1 year, then every 6 months for 4 years, then once per year until death.

### Laboratory correlative studies

Elevations in IL-6 and C-reactive protein (CRP) have been associated with worse clinical outcomes in patients with breast cancer. Furthermore, CRP may serve as a pharmacodynamic readout of inhibition of IL-6/JAK/STAT3 signaling [19–22]. To further analyze the effect of RUX throughout treatment, serum for IL-6 and CRP assessment was collected from patients at pre-run-in, post-run-in, following 12-week neoadjuvant PAC with or without RUX and immediately before surgery (pre-surgery). Each hospital followed their institutional guidelines for CRP and IL-6 measurements.

### Immunohistochemistry and immunofluorescence

STAT3 phosphorylation status (pSTAT3) was assessed on formalin-fixed paraffin-embedded (FFPE) slides from breast tumor biopsies pre-run-in and post-run-in, and on any residual invasive tumor tissue from definitive breast surgery after neoadjuvant therapy. As defined in the protocol, pSTAT3 immunohistochemistry testing was centrally performed in the Department of Pathology at Brigham and Women’s Hospital using the following reagent: phospho-STAT3 (Tyr705) (D3A7) XP Rabbit mAb (Cell Signaling, cat#9145L). Immunohistochemistry was performed on an automated instrument (Dako Autostainer Plus) according to prespecified protocols. A single pathologist (J.B.) reviewed all cases. pSTAT3 status was determined by evaluating the percent positive cells and the strength of staining (weak vs. strong/moderate) in relation to positive (xenograft from SUM149 cell line and vehicle treated SUM190 cell line) and negative (xenograft from MCF7 cell line and RUX treated SUM190 cell line) controls. A *T*-score was calculated based on percent-stained cells and intensity of staining and interpreted as follows: > 6, high-positive; 5, moderately positive; 3–4, weakly positive/equivocal; 0, negative. During trial enrollment, more quantitative techniques were developed to assess phosphorylation status of STAT3 and were favored over the original methodology. Quantitative immunofluorescence analysis of tumor nuclear staining for pSTAT3 was conducted using the Tyramide Signal Amplification kit (ThermoFisher Scientific) followed by quantification using QPath software. High and low parameters were set based on a positive and a negative or background control. Then the analysis was automated to detect staining intensity for each cell as identified by DAPI nuclear stain.  Fluorescence immunohistochemistry (mFIHC) was performed on Leica Bond Rx autostainer in the Molecular Pathology Core Laboratory at Dana-Farber Cancer Institute. The panel with six antibodies consisted of pSTAT3 (D3A7, Cell Signaling Technology), CD4 (EP204, Cell Marque), CD8 (C8/144B, DAKO), granzyme-B (GZMB) (EPR20129-217, Abcam), Ki67 (SP6, Biocare), along with pan-Cytokeratin (AE1/AE3, Cell Marque) for tumor cell masking. Sequential tyramide signal amplified immunofluorescence labels for each target with Opal650, Opal520, Opal570, Opal620, Opal540, Opal690, respectively, and a DAPI counterstain. The stained slides were scanned in Vectra 3 imaging system (Akoya BioScience).

The tumor immune microenvironment in pre-run-in and post-run-in tumor tissue samples was evaluated by multiplex immunofluorescence and chromogenic immunohistochemistry (IHC). Imaging analysis was run on mFIHC images using HALO software (Indica Lab), by establishing an algorithm training for tumor epithelial and stroma regions, and subsequently completed cell segmentation. Density values of CD4, CD8, and GZMB (#/mm^2^) cells and percentage pSTAT3^+^ cells were calculated.

Epithelial and stromal regions were analyzed separately to assess immune infiltration. Hematoxylin and eosin-stained sections were evaluated by a pathologist (ETR) to measure stromal tumor-infiltrating lymphocytes (sTILs) according to the international TILs working group method [23]. HLA-A/B/C expression on tumor cells was evaluated by chromogenic IHC as the relative intensity (by semiquantitative morphologic assessment, in 10% intervals) of HLA-A/B/C expression by tumor cells as compared to internal control normal inflammatory, epithelial, or stromal cells by single-plex IHC [24, 25].

### RNA-seq experiment and data analysis

RNA was extracted from OCT frozen tissue cores using the RNeasy mini kit (Qiagen, #74106) with on-column DNA digestion and following manufacturer’s protocols. RNA was submitted to the Dana-Farber Cancer Institute Molecular Biology Core Facility where RNA-seq libraries were prepared using Roche Kapa mRNA Hyper prep and then sequenced on an Illumina NovaSeq instrument. RNA-seq datasets were aligned to the human reference genome hg19. VIPER pipeline (PMID 29649993) was used for data processing, and genes with constant 0 counts across all samples were filtered out. Principal component analysis was performed using edgeR package (PMID 19910308) with “PC1” and “PC2” computed by “prcomp” function. Enrichment analysis for JAK-STAT and IL-6 Hallmark signatures were calculated using “GSVA” package (PMID 23323831). Differentially expressed genes (DEGs) were calculated using DESeq2 (PMID 25516281) package with a cutoff of padj < 0.1. Multifactor model was used taking both patient and treatment as variables. CIBERSORT (PMID 25822800) was used to infer different immune cell subtype percentages. T cell and B cell repertoires were inferred using TRUST4 algorithm [26] by extracting CDR3 regions reads from BAM files. Diversity scores were calculated using “immunarch” package using “True Diversity” as the index (PMID 34944090).

### Statistical considerations

The primary endpoint was a biologic response to 7-day run-in treatment, defined as a change in pSTAT3 expression from moderate/high positive (pSTAT3-positive) in pre-run-in sample to negative or weakly positive/equivocal (pSTAT3-negative) in post-run-in samples. Based on prior data, approximately 80% of pre-run-in biopsy samples were expected to be pSTAT3-positive [14]. If at least 33% of these tumors had a biologic response to run-in RUX monotherapy, the regimen would be considered worthy of further study. A biologic response of at least 66% was expected from the run-in RUX + PAC combination, based on presumed synergy between these two agents. Up to 64 patients were planned for randomization to include 25 patients per group with a pre-run-in biopsy assessed as pSTAT3-positive and an assessable post-run-in biopsy (Additional file 1). Enrollment was stopped early after 23 patients, based upon results of an ad hoc interim analysis for futility that was recommended by the Dana-Farber Harvard Cancer Center (DF/HCC) Data Safety Monitoring Board (DSMB) because of slow enrollment. The analysis assessed the compatibility of observed data, without regard to treatment assignment, with the assumed 80% rate of pSTAT3-positive pre-run-in samples and at least 33% biologic response. At the time of this ad hoc interim analysis, the pSTAT3 evaluation of 20 patients’ samples was conducted with quantitative immunofluorescence analysis of tumor nuclear staining of pSTAT3 using the Tyramide Signal Amplification kit. The decision to use a different technique from what had been initially planned (IHC) was made based on the availability of more objective quantitative techniques since the study was designed. Replicate samples were assayed, demonstrating substantial heterogeneity among the pre-run-in tumor samples, limiting the ability to consistently identify a patient’s pre-run-in tumor as pSTAT3 positive or negative. In this group of 20 patients with replicate pre-run-in samples available, in 7 (35%) cases both replicates were pSTAT3 negative (< 10% pSTAT3^+^ cells), 7 (35%) had both samples positive (≥ 10% pSTAT3^+^ cells) and 6 (30%) had mixed results (one positive and one negative).

The biologic response proportions overall and in each run-in group were reported with two-sided confidence intervals (CI), among the subsets who had pre-run-in pSTAT3 positive tumors. In addition, among all paired samples the changes in pSTAT3 levels from pre- to post-run-in were compared using Wilcoxon signed rank test for the overall group. The pCR rates with two-sided CIs were reported, according to neoadjuvant treatment assignment. The statistical design used one-sided *α* = 0.10 and thus two-sided 80% CIs were reported. The Kaplan–Meier method estimated distributions of time-to-event endpoints and were reported with median EFS and 2-year OS defined from randomization, and 2-year DFS defined from surgery among the 21 who underwent surgery.

## Results

### Clinical trial design and patient characteristics

A total of 23 patients were enrolled across 4 centers from January 24, 2018, to February 5, 2021 (Fig. 1A, Additional file 1: Figure S1A, Additional file 2: Table S1). Most patients were white (95.7%), and all identified as non-Hispanic. Most patients had invasive ductal carcinoma (91.3%), clinical stage cN1 (65.2%) and M0 (87.0%). Most patients (95.7%) had no prior history of invasive breast cancer or ductal carcinoma in situ (DCIS). Only one patient had a tumor ER/PR 1–10%, all other patients had ER/PR 0 tumors.

During the run-in phase of the trial, 11 patients received 7 days of RUX and 12 received RUX + PAC. During the neoadjuvant phase, a total of 17 patients received neoadjuvant RUX + PAC and 6 received PAC (Additional file 1: Figure S1A). The subsequent AC cycles were initiated by 22 of 23 patients. Two patients whose disease progressed during neoadjuvant therapy did not have surgery; the other 21 patients proceeded to surgery and radiation therapy. Adverse events among the 11 patients in the run-in RUX group included grade 1 fatigue (9.1%), pain related to the tumor (9.1%), and headache (9.1%). One patient (9.1%) experienced grade 2 diarrhea. Adverse events were more frequent in the run-in RUX + PAC group; the most common were grade 1 fatigue (58.3%) and nausea (41.7%). Two patients in this group experienced grade 3 infusion-related reactions (16.7%) (Additional file 2: Table S2).

During the neoadjuvant phase of therapy (Additional file 2: Table S3), the most common treatment-related adverse events experienced among the 6 patients in the PAC group were fatigue (4; 66.7%) and peripheral sensory neuropathy (5; 83.3%). No adverse events higher than grade 2 were reported. Among 17 patients in the neoadjuvant RUX + PAC group, the most common treatment-related adverse events included anemia (11; 64.7%), fatigue (9; 52.9%), neutropenia (9; 52.9%), peripheral sensory neuropathy (8; 47.1%), and alopecia (8; 47.1%). Six of 17 (35.3%) patients in the RUX + PAC group experienced grade 3 adverse events. Adverse events reported during the final phase of neoadjuvant therapy, in which 22/23 patients received AC, were as expected, and there were no new safety issues (data not shown).

pCR was achieved in 2/23 patients: 1/17 (5.9%; 80% CI 0.6–21.0%) patients who received neoadjuvant RUX + PAC and 1/6 (16.7%; 80% CI 1.7–51.0%) patients who received neoadjuvant PAC (Additional file 2: Table S4). One additional patient in each treatment group experienced a RCB class I, 2 experienced RCB class II, 3 RCB class III and 12 RCB class IV. Four patients experienced disease progression during neoadjuvant chemotherapy. Of these, 1 experienced disease progression after 10/12 doses of RUX + PAC and 3 patients during AC. Two of these 4 patients still underwent surgery. After a median follow-up of 2.6 years, more than half of the patients have experienced progression or recurrence with the 2-year event-free survival (EFS) of 51.1% and the 2-year OS of 67.1% (Fig. 1B–E) in the overall study population. Among 21 patients who underwent surgery, 66.7% were disease free at 1 year since surgery (Additional file 1: Figure S1B–C).

### pSTAT3 protein levels

Among 21 patients enrolled by quarter 1 (Q1) of 2020, the time of the study interim analysis, 20 matched pre-run-in and post-run-in samples were available. First, pSTAT3 levels were analyzed by immunofluorescence in pre-run-in, post-run-in, and at the time of surgery in 2 replicate biopsies per patient, when available. (Additional file 1: Figure S2A–B). The entire slide was scanned, and samples with a value of < 10% positivity were considered negative. In pre-run-in samples, we observed greater than expected heterogeneity between biopsy replicates, with 5 of 20 replicate-pairs having one positive (≥ 10% pSTAT3^+^ cells) and one negative (< 10% pSTAT3^+^ cells) result. Among 7 (35%) pre-run-in replicate pairs both with ≥ 10% pSTAT3^+^ cells, the mean within-replicate pair difference was 20% ± 12% (range, 6 to 39%). There were 12 patients (60%) who had at least 1 replicate with ≥ 10% pSTAT3^+^ cells (Additional file 1: Figure S2B and Additional file 2: Table S5). Given the lower number of pSTAT3^+^ cells than initially expected, and substantial heterogeneity of pSTAT3 levels among the pre-run-in tumor samples, the ability to consistently identify a patient’s pre-run-in tumor as pSTAT3 positive or negative was limited. We found considerably less than 80% of the pre-run-in tumor samples were classified as pSTAT3 positive, incompatible with the design assumption for defining the primary objective population and implying the planned sample size was inadequate. In addition, heterogeneity in pSTAT3 levels was also apparent among replicate post-run-in tumor samples, with 3 of 20 replicate-pairs having one positive (≥ 10% pSTAT3^+^ cells) and one negative (< 10% pSTAT3^+^ cells) result. Of the 7 patients having pre-run-in replicate pairs both positive (≥ 10% pSTAT3^+^ cells), 3 patients had post-run-in pairs both negative (< 10% pSTAT3 + cells) (Additional file 1: Figure S2B and Additional file 2: Table S5). Overall, this heterogeneity hindered the ability to identify individual tumors that demonstrated a biologic response to treatment (change from pSTAT3^+^ to pSTAT3^−^). Therefore, we were uncertain in estimating whether a biologic response among all tumor samples had reached at least 33%. These preliminary data supported the conclusion that continuation of the study in its present form was futile.

After the study had halted enrollment and considering the unexpected results of the pSTAT3 pathway evaluation using immunofluorescence (IF), we further evaluated the pSTAT3 pathway using IHC, the initial planned methodology, which is less quantitative but more sensitive than immunofluorescence (see Methods). Of the 23 patients that had enrolled to the trial when the DSMB recommended that the study would close further accrual, 20 underwent repeat pSTAT3 IHC testing and were scored as either highly positive (≥ 6), moderately positive (5), weakly positive (3), or negative (0) (Additional file 1: Figure S2C). Here, 15 (75%) were found to be pSTAT3-positive (Additional file 2: Table S6). Among these 15 patients, 14 also had post-run-in biopsy samples and 7/14 (50%; 80% CI 30.5–69.5%) changed to pSTAT3-negative at post-run-in, of which 4/8 (50%; 80% CI 24.0–76.0%) changed after RUX alone and 3/6 (50%; 80% CI 20.1–79.9%) changed after RUX + PAC. Based upon all 19 pairs, we found a significant decrease in pSTAT3 IHC score between pre-run-in and post-run-in samples (Fig. 2A) which was consistent in the two treatment groups (Fig. 2B–C), suggesting that RUX decreased pSTAT3 activity to a similar degree with or without PAC, although a statistical comparison cannot be performed due to the small number of samples. The two patients who experienced pCR had decreased pSTAT3 (8 to 6) and unchanged (5 to 5) pSTAT3 IHC score (Fig. 2D). Therefore, using IHC measurement of pSTAT3, the data were compatible with observation of at least 80% pre-run-in pSTAT3 positivity and at least 33% biologic response.

**Fig. 2:**
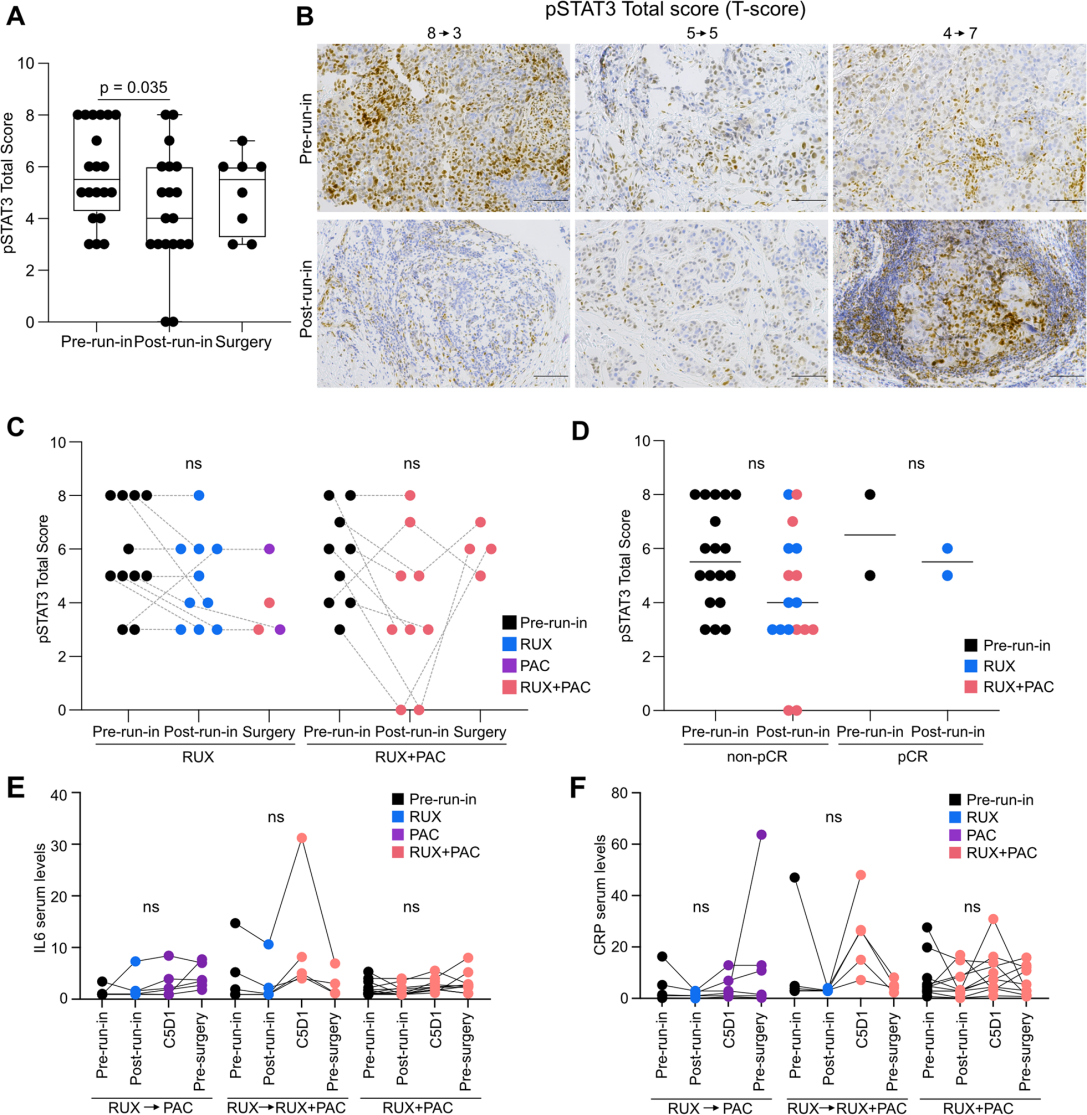
Characterization of pSTAT3 levels in patient samples. **A** pSTAT3 immunohistochemical analyses. Total scores of biopsy patient samples at pre-run-in (*n* = 20), post-run-in (*n* = 19) and surgery (*n* = 8). Comparison of pre- to post-run-in scores used Wilcoxon signed rank test. **B** Representative images of pSTAT3 immunohistochemical staining of patient samples at pre-run-in and post-run-in with the indicated total scores. **C,** pSTAT3 immunohistochemistry Total scores shown in **A** split into treatment groups of either monotherapy (RUX) or combination therapy (RUX + PAC) at run-in. **D** pSTAT3 immunohistochemistry Total scores as shown in **A** grouped by pCR status. **E–F**, IL-6 **E** or CRP **F** serum levels of blood collected at pre-run-in, post-run-in, post-neoadjuvant treatment (C5D1) and at the time of surgery in indicated treatment groups

As the methods used to quantify pSTAT3 levels in the patient samples led to different conclusions, we examined the correlation between the IHC method and different ways of quantifying the IF method on various biopsies at pre-run-in and post-run-in. For IF core 1, regions of interest were identified and pSTAT3 was either quantified in the entire region or in the tumor alone as determined by pan-cytokeratin staining. For IF core 2 and 3, the entire tissue was scanned and pSTAT3 was quantified in the whole tissue. When available, IHC was performed on the same core as IF core 3. Overall, as expected, the strongest correlation was between IF core 1 quantified either for tumor or total area. We saw the most positive correlations between methods when examining the post-run-in samples, which may suggest that with lower levels of pSTAT3 these methods are more comparable. However, there was little correlation between the methods assessing pSTAT3 levels among the pre-run-in biopsies (Additional file 1: Figure S2D). Next, we examined whether these methods identified similar differences in pSTAT3 levels following RUX treatment, and while there was some positive correlation when determining the change in pSTAT3 levels between pre-run-in and post-run-in, only the quantification of tumor and total was significant (Additional file 1: Figure S2E). Overall, these data indicate that pSTAT3 may not be a reliable biomarker as different methods of detection, even when performed on the same biopsy, provided disparate results. In addition, we found that the frequency of pSTAT3^+^ cells was lower than expected, and while RUX decreased pSTAT3 in most cases this did not correlate with pCR, making pSTAT3 an unreliable marker to predict clinical response to RUX.

### IL-6 and C-reactive protein (CRP) assessment

IL-6 levels trend downwards at post-run-in for both treatment groups and tended to increase in all groups following neoadjuvant treatment (Fig. 2E). IL-6 levels in patients who had pCR appeared to be similar to non-pCR patients (Additional file 1: Figure S2F). While not significant, CRP levels appeared to follow a similar trend as IL-6 levels (Fig. 2F). Interestingly, both patients who had pCR had high baseline CRP levels, which were decreased at post-run-in, rose at C5D1 and were moderately low at pre-surgery (Additional file 1: Figure S2G).

### Effects on the immune environment

To explore how RUX or RUX + PAC affect the immune microenvironment in IBC, we evaluated immune cells in pre-run-in and post-run-in samples by multiplex-IF. We found broad downregulation of immune cell populations across treatment groups. Specifically, GZMB expression in the tumor decreased with RUX therapy, but not in all patients who were treated with RUX + PAC. The density of cytotoxic GZMB^+^CD8^+^ T cells decreased in both tumor and stroma in post-run-in samples following treatment with RUX + PAC (Fig. 3A–C). GZMB^+^CD4^+^ T cells decreased after treatment with RUX but a more heterogeneous response was seen in post-run-in samples following treatment with RUX + PAC. Evaluation of tumor-immune infiltrates demonstrated that the proportion of sTILs, as well as HLA expression on tumor cells as measured by IHC, remained relatively unchanged in both arms (Fig. 3D–E). Overall, RUX treatment appears to decrease immune cell populations, especially when administered as a single agent.

**Fig. 3:**
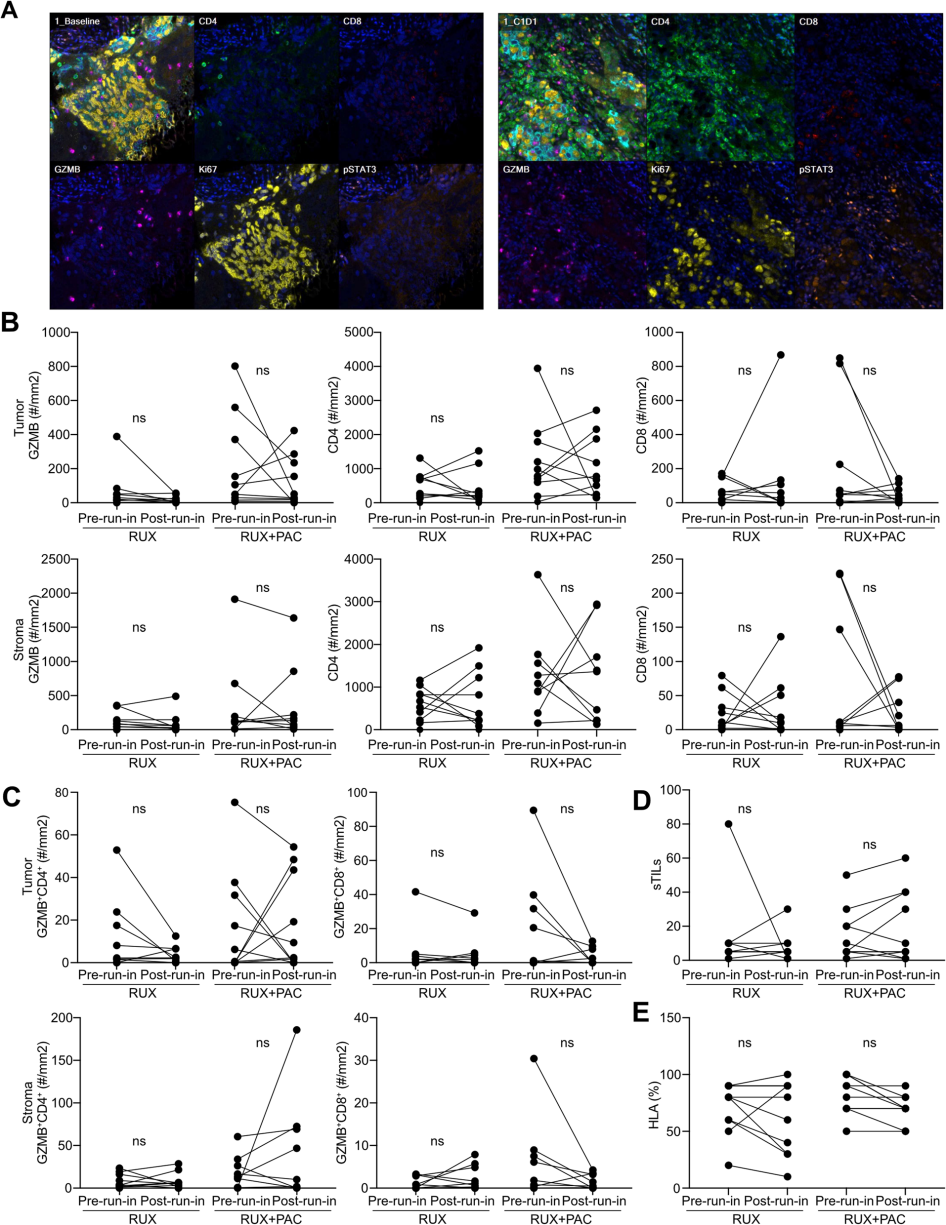
Characterization of the tumor microenvironment. **A** Representative images of multiplex immunofluorescent staining for the indicated markers. **B** Quantification of immunofluorescence images for indicated markers as scored by number of cells per mm^2^ in either the tumor or stroma in patients treated with monotherapy or combination therapy. **C** Quantification of stromal tumor-infiltrating lymphocytes as determined by a comprehensive algorithm that was established for cell segmentation and cell phenotyping for cell counts with double positivity in tumor and stroma regions, respectively, subsequently calculated the density of these population. **D** TILs was scored on the H&E stained slides as the proportion of the tumor-stroma interface area occupied by mononuclear inflammatory cells [23]. **E** HLA was scored as the estimated relative expression of HLA-ABC positive tumor cells in the chromogenic HLA IHC-stained slides

### Transcriptomic changes in JAK-STAT3 signaling pathway  and immune microenvironment

To assess global transcriptomic changes during treatment, we performed RNA-seq on paired pre- and post-run-in tumor biopsy samples from 5 patients who received run-in RUX (only a pre-run-in sample was available for one patient) and 4 patients who received run-in RUX + PAC. 

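RNA from tumor core biopsies of triple-negative inflammatory breast cancer was compared before and after a run-in of 7 days with the JAK1/2 inhibitor ruxolitinib (RUX), alone or with paclitaxel (PAC) at 80 mg per square metre. By the methods, RUX alone was dosed at 15 mg or 20 mg by platelet count and RUX with PAC at 15 mg. The arms can therefore differ in RUX dose as well as in PAC. The deposited table held gene counts for 17 libraries: a pre-run-in and a post-run-in library from 4 patients given RUX and from 4 given RUX + PAC, and a pre-run-in library from 1 further patient given RUX, which entered only 1 alternative for the GSVA scores. Each patient is 1 replicate of an arm. Total counts per library were 14179222 to 19143683 (median 16640168) before RUX, 14321927 to 18842058 (median 16817856) after RUX, 11105331 to 18059865 (median 13149914) before RUX + PAC and 7019224 to 21699947 (median 15973382) after RUX + PAC. The mitochondrial rRNA genes RNR1 and RNR2 took 1.28% to 23.7% of the counts of the 16 paired libraries. The methods describe OCT-frozen cores, RNeasy extraction, Roche Kapa mRNA libraries and alignment to hg19 in the VIPER pipeline, while the sample labels describe formalin-fixed tissue, an exome capture kit and build hg38. The table names genes by symbol, so that the build enters no value given here except coordinates, which are from the GENCODE annotation of GRCh37. From the deposited counts, 16644 genes passed a filter on low counts and were tested with edgeR, with patient as a block and a post-minus-pre change for each arm, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1, the threshold in the methods. Fold changes are post-run-in against pre-run-in on the log2 scale, and CPM values are scaled by TMM factors. Gene lists for 15 pathways, 23 cell types and 3 signs of RNA quality were written before the deposited counts were examined, but after Fig. 4E had been viewed. The comparisons and the alternatives were also set before the counts were examined, unless said otherwise. Some lists hold genes of Fig. 4E, such as GZMB, PDGFRB and INHBA, so that the change of these genes within a list is no independent support. The lists were tested with camera, which compares a list with all other genes, at an adjusted p under 0.05 over the 41 lists. The lists stand in for the Hallmark and STAT3 signatures, which were not used here. XIST and Y-linked genes were removed before any test. Of the 136 pairs of libraries, 0 had identical counts, and the least different pair had a chi-square of 26.5 per degree of freedom.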

Transcriptomes were predominantly segregated by individual patients (Additional file 1: Figure S3A–B). 

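Genome-wide expression was far closer between the biopsies of a patient than between patients. Over 16644 genes, the log2 CPM values of a patient's pre-run-in and post-run-in libraries had a mean Pearson r of 0.965 across genes (range 0.936 to 0.984, 8 patients), against 0.860 for a pre-run-in and a post-run-in library of different patients (range 0.811 to 0.906). For 8 of 8 patients, the post-run-in library closest to the pre-run-in library was the patient's own. An exact permutation test over all 40320 pairings of pre-run-in with post-run-in libraries gave p = 2.48e-05, the smallest p these pairings can give. Differences between patients took 85.7% of the variance of log2 CPM, where 46.7% would come from chance. The difference between pre-run-in and post-run-in libraries took 2.01%. Chance would give 6.67% if all libraries were exchanged freely, which ignores that patients take most of the variance. The share that chance would give within patients was not computed. Among the 500 genes with the largest variance, the mean r was 0.894 within patients and 0.272 between them. Genes are not independent replicates, so that the test rests on the pairings of libraries and not on the number of genes.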

To determine whether STAT3 pathways were changed in the treatment groups, we analyzed the enrichment of JAK-STAT3 or IL-6 pathway-related gene signatures in the post-run-in samples compared to pre-run-in samples. This analysis revealed expected heterogeneity among patients. 

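After RUX, STAT3 target genes as a group were lower, with a median log2 fold change of -0.16 and 27 of 37 measured genes lower (camera adjusted p = 0.00842, and adjusted p = 0.746 with an estimated correlation). After RUX + PAC, the median of these genes was 0.01, with 19 higher and 18 lower (camera adjusted p = 0.624). The wider list of IL-6, JAK and STAT3 signaling genes had a median of -0.08 after RUX, with 46 of 78 genes lower, and of 0.00175 after RUX + PAC, with 39 lower (camera adjusted p = 0.0693 and 0.978). Ligands, receptors and transducers of the IL-6 family had medians of 0.06 and 0.06 in these arms (camera adjusted p = 0.902 and 0.157). Over all genes 0 members of the STAT3 target list passed edgeR in either arm, 2 had an unadjusted p under 0.05 after RUX and 3 after RUX + PAC, and adjusted over the list alone MMP9 rose after RUX + PAC. SOCS3, the feedback inhibitor that STAT3 induces, had a log2 fold change of -0.76 (standard error 0.41) after RUX and -0.66 (0.41) after RUX + PAC. For STAT3 the values were -0.10 and -0.54, for JAK1 0.11 and 0.39, for JAK2 -0.26 and -0.08, and for the STAT target PIM1 0.16 and 0.29. After RUX, the interferon-induced chemokines CXCL11 and CXCL10 stood at -1.23 and -1.13 and the acute phase gene SERPINA3 at -0.75, whereas LIF, a cytokine of the IL-6 family, stood at 0.92. After RUX + PAC, LIF stood at 1.01 and CLCF1, another ligand of the family, at 1.14, with standard errors of 0.32 and 0.31. Without RUX replicate 1 or replicate 4, the STAT3 target list did not pass, with adjusted p up to 0.538 by camera. With each of the 4 patients given RUX left out, the wider list turned direction in 2 of the fits, with adjusted p by camera from 3.99e-07 to 0.870. Among these 4 patients, the lowest change of JAK1 and the lowest change of SOCS3 each stood apart from the others. Whether both came from the same patient was not examined.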

Overall enrichment of STAT3 and IL-6 pathway signatures tended to decrease in tumors from patients treated with RUX alone and increase in patients treated with the combination of RUX + PAC (Fig. 4A–B). To determine whether RUX alone was indeed more effective at blocking STAT3-related gene expression compared to combination RUX + PAC, we compared post-run-in to pre-run-in enrichment alterations of eight JAK-STAT and six IL-6 signatures between the two group of patients. Gene set variation analysis (GSVA) revealed that RUX monotherapy was significantly more effective than the combination of RUX + PAC at blocking a collection of JAK/STAT3 gene signatures (*p* = 0.0078) and IL-6 signatures (*p* = 0.0127) (Fig. 4C). 

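The mean GSVA score of STAT3 target, IL-6, JAK and STAT3 signaling and IL-6 receptor complex genes, 1 value per patient, was higher after run-in in 1 of 4 patients given RUX, with a mean change of -0.0350 ± 0.175 (SD, n = 4). After RUX + PAC the change was 0.0295 ± 0.12 (SD, n = 4), with a higher score in 3 of 4 patients. The difference of 0.0645 between the arms lay within the spread between patients (exact two-sided permutation test over 70 assignments of patients to arms, p = 0.514, smallest possible p = 0.0286). For STAT3 targets alone the change was -0.0993 ± 0.193 after RUX and -0.00567 ± 0.150 after RUX + PAC (exact permutation p = 0.457, adjusted p = 0.893 over 41 lists). For the IL-6, JAK and STAT3 list it was -0.0354 and -0.00876 (exact permutation p = 0.857), with a higher score in 3 of 4 patients given RUX + PAC and 1 of the 4 standing apart. Its difference between arms turned to -0.0501 without RUX replicate 4 and was also below 0 without RUX replicate 3 or RUX+PAC replicate 4. The IL-6 receptor complex list gave 0.0297 and 0.103, higher in 3 of 4 patients given RUX (exact permutation p = 0.429), and with a Poisson kernel the difference turned to -0.0199. With 1 patient left out, the difference of the mean score ran from 0.0185 without RUX replicate 4 to 0.143 without RUX replicate 2 (exact permutation p = 0.829 and 0.143), with patients as the replicates in all of these tests. In the interaction test by edgeR, JAK1, JAK2, STAT3, SOCS3 and PIM1 each had an adjusted p of 1.00, and camera gave the STAT3 target list a median difference of 0.17 with an adjusted p = 0.0603.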

STAT3/IL-6 signature enrichment levels altered by treatments were largely correlated with the differences derived from immunostaining assays **(**Fig. 4D and Additional file 1: Figure S3C). 

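The changes of list scores were set against changes in the percent of pSTAT3-positive cells by immunofluorescence, as given in Table S5, for the 7 paired patients the table lists, 4 given RUX and 3 given RUX + PAC. The percent of pSTAT3-positive cells changed by -5.59 ± 12.6 percentage points (SD, n = 7), and was lower after run-in in 4 of 7 patients. The IL-6 receptor complex list had a Pearson r of 0.370 (exact permutation p = 0.429) and a Spearman rho of 0.357 (exact permutation p = 0.444), and r was -0.104 without the 2 patients farthest from the median of the staining change, so that its sign rests on those patients. STAT3 targets had an r of 0.230 (exact permutation p = 0.646) and a rho of 0.321 (exact permutation p = 0.498), with r = 0.430 without those 2 patients. For IL-6, JAK and STAT3 signaling genes the r was 0.184 (exact permutation p = 0.689) and the rho 0.214 (exact permutation p = 0.662), with r = 0.432 without them. Over the 3 lists the adjusted p was 0.689 for each r and 0.662 for each rho by Benjamini-Hochberg adjustment of the exact permutation tests. No correlation was computed within an arm.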

An analysis of differentially expressed genes revealed that expression of the immune cell marker *GZMB* was significantly decreased and *CDH19* was significantly increased in post-run-in samples following RUX monotherapy (Fig. 4E and Additional file 1: Figure S3D). In contrast, following treatment with RUX + PAC, post-run-in samples exhibited increased expression of several inflammation-related genes, including *IL1A* and mesenchymal related genes, such as *MMP9, COL5A3*, *PDGFRB*, and *COL6A3* (Fig. 4E and Additional file 1: Figure S3D). 

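GZMB, which encodes the cytotoxic granule protease granzyme B, was lower after RUX in 4 of 4 patients, with a log2 fold change of -1.54 (standard error 0.42, adjusted p = 1.00 by edgeR). Its level was 17.2 ± 26.1 CPM before and 6.07 ± 9.55 CPM after RUX (SD, n = 4), and it lies on chromosome 14 from 25100160 to 25103473 of GRCh37. CDH19, a cadherin of the Schwann cell lineage on chromosome 18 from 64168320 to 64271375, was higher in 3 of 4 patients, with a log2 fold change of 2.19 (standard error 0.83, adjusted p = 1.00 by edgeR). Its counts ran from 0 to 944 among the 4 post-run-in libraries. Of 22 measured cytotoxic effector genes, 17 had a fold change below 0, with a median of -0.29, and the list fell by camera (adjusted p = 2.12e-06, and adjusted p = 0.746 with an estimated correlation). In that list 0 genes passed edgeR over all genes, 3 had an unadjusted p under 0.05, and adjusted over the list alone GZMB and PRF1, the pore-forming protein perforin, fell. PRF1 had a log2 fold change of -1.21 (standard error 0.37), IFNG of -0.88 and GNLY of -0.90. T lymphocyte markers had a median of -0.21, with 19 of 22 lower (camera adjusted p = 0.00450, and adjusted p = 0.746 with an estimated correlation), and the list did not pass without RUX replicate 1 or replicate 4, with adjusted p up to 0.623 by camera. The cytotoxic list also fell by camera after RUX + PAC, with a median of -0.40. Without RUX+PAC replicate 4 that list did not pass and its direction turned (adjusted p = 0.953 by camera). With an estimated correlation no list passed in that arm. After RUX + PAC, GZMB had a log2 fold change of -0.85 and CDH19 of -2.94, with CDH19 higher in 2 of 4 patients and lower in 2 and pre-run-in counts from 0 to 570. The difference between arms had an adjusted p = 1.00 for both genes in the edgeR interaction test. The genes with the smallest p after RUX, none of which passed edgeR, included BMP7 (1.39), the Wnt inhibitor WIF1 (-3.21), the signaling adaptor GAB2 (0.83), the cartilage collagen COL2A1 (-2.06), the pericyte proteoglycan CSPG4 (0.79) and the matrix metalloproteinase MMP12 (-1.22). Of the 12 genes of Fig. 4E for RUX, 11 were tested here, and all 11 had the direction drawn there. SYCE1 was left out by the filter on low counts. Over all genes, edgeR called 0 after RUX, 180 had an unadjusted p under 0.05 (105 higher and 75 lower), and DESeq2 on the 16 paired libraries also called 0. With no change at all, a share of 0.05 of the 16644 genes tested would fall under that threshold, and 180 lies below that share. The count at an unadjusted p under 0.05 was 278 without RUX+PAC replicate 4 and 556 with edgeR on the RUX libraries alone. DESeq2 on the 8 RUX libraries alone called 12 genes, 6 higher and 6 lower, among them GZMB (-1.56, adjusted p = 1.96e-05) and CDH19 (2.17, adjusted p = 1.21e-04).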

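After RUX + PAC, the cytokine gene IL1A and the matrix and stromal genes MMP9, COL5A3, PDGFRB and COL6A3 were higher in 4 of 4 patients. IL1A, on chromosome 2 from 113531502 to 113542070 of GRCh37, had a log2 fold change of 2.59 (standard error 0.45, adjusted p = 0.439 by edgeR), from 2.45 ± 3.32 to 15.1 ± 20.9 CPM (SD, n = 4). MMP9, a gelatinase on chromosome 20 from 44637547 to 44645200, had 1.85 (standard error 0.41), and COL5A3, a collagen V chain on chromosome 19 from 10070237 to 10121180, had 1.99 (standard error 0.55). PDGFRB, the PDGF receptor of pericytes and fibroblasts on chromosome 5 from 149493402 to 149535435, had 1.20 (0.25), from 30.5 ± 32.9 to 64.7 ± 50.0 CPM (SD, n = 4). COL6A3, a collagen VI chain on chromosome 2 from 238232646 to 238322971, had 1.05 (0.25), from 264 ± 244 to 510 ± 364 CPM (SD, n = 4). By edgeR the adjusted p was 0.439 for MMP9, 0.439 for COL5A3, 0.439 for PDGFRB and 0.439 for COL6A3. After RUX alone the log2 fold change was -0.43 for IL1A, 1.19 for MMP9, 0.17 for COL5A3, 0.24 for PDGFRB and 0.14 for COL6A3. In the edgeR interaction test the difference between arms had an adjusted p of 1.00 for each of these genes, with 3.02 (standard error 0.65) for IL1A.

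**Figure D1:**
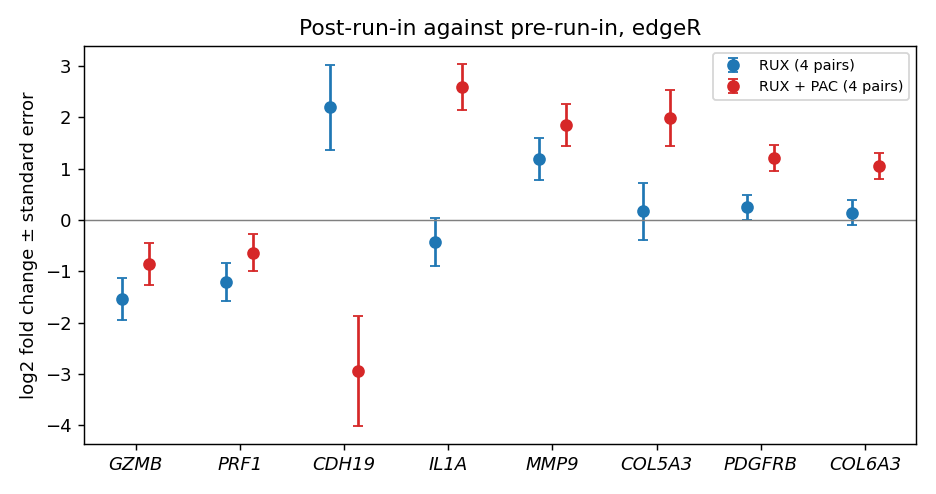
Log2 fold change after run-in with its standard error from edgeR (vertical axis) for 8 genes (horizontal axis) in the RUX arm (blue) and the RUX + PAC arm (red), 4 pairs each. After RUX + PAC, IL1A, MMP9, COL5A3, PDGFRB and COL6A3 lie above 0, and CDH19 lies above 0 after RUX (3 of 4 patients higher) and below 0 after RUX + PAC (2 higher and 2 lower).

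Fibroblast markers rose as a group after RUX + PAC, with a median log2 fold change of 0.83 and 24 of 25 genes higher (camera adjusted p = 4.11e-16, and adjusted p = 0.382 with an estimated correlation). Over all genes 0 of them passed edgeR, 12 had an unadjusted p under 0.05, and adjusted over the list alone 12 rose, among them the Wnt modulator SFRP2 (1.62), the fibroblast protease FAP (0.97) and LRRC15 (1.16). Pericyte markers had a median of 0.72 (camera adjusted p = 9.31e-08, and adjusted p = 0.382 with an estimated correlation), and 4 rose adjusted over the list alone, among them RGS5 (1.24) and MCAM (0.89). Other genes among the 12 with the smallest p were the transcription factor ELK3 (0.93), the lipase MGLL (1.09), the serine protease HTRA1 (1.09), the basement membrane proteoglycan HSPG2 (1.10) and SMOC2 (0.99), whereas the vitamin C transporter SLC23A1 had -4.67. All 23 genes of Fig. 4E for RUX + PAC had the direction drawn there. Over all genes, edgeR called 0 after RUX + PAC, 1456 had an unadjusted p under 0.05 (842 higher and 614 lower), DESeq2 on the 16 paired libraries called 222 and DESeq2 on the 8 RUX + PAC libraries alone called 24. The count at an unadjusted p under 0.05 by edgeR was 2350 (1229 higher and 1121 lower) without RUX+PAC replicate 4 and 697 (457 higher and 240 lower) with the libraries of that arm alone. The 24 genes called by DESeq2 included IL1A (adjusted p = 4.99e-04), MMP9 (0.00746), COL5A3 (0.00570), COL6A3 (0.0646) and PDGFRB (0.0930).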

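After RUX + PAC, mesenchymal and extracellular matrix genes rose as a group, with 107 of 120 genes higher and a median log2 fold change of 0.54 (camera adjusted p = 2.28e-19, and adjusted p = 0.382 with an estimated correlation). Inflammatory response genes rose with a median of 0.29, 51 of 70 higher (camera adjusted p = 2.79e-05, and adjusted p = 0.579 with an estimated correlation). Proliferation genes fell, with 90 of 100 lower and a median of -0.20 (camera adjusted p = 6.96e-09, and adjusted p = 0.579 with an estimated correlation). Sterol and fatty acid synthesis genes fell with a median of -0.41, 32 of 35 lower (camera adjusted p = 1.56e-09, and adjusted p = 0.382 with an estimated correlation). Over all genes 0 members of any list passed edgeR in either arm, and after RUX + PAC 40 mesenchymal genes were higher and 0 lower at an unadjusted p under 0.05. Adjusted over the list alone, 34 mesenchymal genes rose, among them the activin subunit INHBA (1.25, standard error 0.27), and 4 inflammatory genes rose, among them the integrin ITGA5 (0.92, standard error 0.22) and the chemokine CCL22 (1.63, standard error 0.45). Genes induced by TNF through NF-kB rose with a median of 0.30 (camera adjusted p = 2.14e-07, and adjusted p = 0.476 with an estimated correlation), and 2 of 77 rose adjusted over the list alone. TGF-beta signaling genes rose with a median of 0.23 (camera adjusted p = 2.79e-05, and adjusted p = 0.382 with an estimated correlation), and 8 of 34 rose adjusted over the list alone, among them TGFB3 (0.83) and the SMAD target PMEPA1 (0.67). Among proliferation genes, the kinetochore gene ZWINT stood at -0.64 and the replication licensing gene CDC6 at -0.55, and 0 fell adjusted over the list alone. MYC-responsive genes had a median of -0.14 (camera adjusted p = 5.23e-04, and adjusted p = 0.591 with an estimated correlation), with -0.51 for PHB and -0.44 for KPNA2. Oxidative phosphorylation genes had a median of -0.14 (camera adjusted p = 6.20e-04, and adjusted p = 0.681 with an estimated correlation), with -0.38 for the ATP synthase gene ATP5C1. Among sterol and fatty acid genes, INSIG1 had -0.71, ACACA -0.67, FASN -0.80 and FADS2 -1.52, with 0 lower adjusted over the list alone. Genes induced by type I interferon fell in both arms, with medians of -0.41 after RUX (56 of 58 lower, camera adjusted p = 2.90e-26, and adjusted p = 0.746 with an estimated correlation) and -0.34 after RUX + PAC (54 of 58 lower, camera adjusted p = 2.74e-09, and adjusted p = 0.579 with an estimated correlation). MX1, an antiviral GTPase, had -0.80 after RUX and -0.74 after RUX + PAC. The GSVA score of the interferon list was lower in 3 of 4 patients of each arm (exact sign-flip permutation p = 0.25 in each). After RUX, the mesenchymal list had a median of 0.14 (camera adjusted p = 1.01e-04, and adjusted p = 0.746 with an estimated correlation), the inflammatory list of 0.06 (camera adjusted p = 0.407), the proliferation list of -0.14 (camera adjusted p = 3.32e-07, and adjusted p = 0.746 with an estimated correlation) and the sterol and fatty acid list of 0.13 (camera adjusted p = 0.0146, and adjusted p = 0.746 with an estimated correlation). Cell type markers moved with these lists after RUX, those of adipocytes with a median of 1.09 and 11 of 13 higher (camera adjusted p = 0.00265, and adjusted p = 0.746 with an estimated correlation). B lymphocyte markers had a median of 0.59 after RUX, with 13 of 17 higher (camera adjusted p = 0.0109, and adjusted p = 0.746 with an estimated correlation). Fibroblast markers had 0.18 after RUX (camera adjusted p = 0.00211, and adjusted p = 0.746 with an estimated correlation). Pericyte markers also had 0.18 after RUX (camera adjusted p = 0.0171, and adjusted p = 0.746 with an estimated correlation). Epithelial tumor markers, read as mean log2 CPM, were higher after RUX in 3 of 4 patients, with a mean change of 0.12. In the test of the difference between arms, RUX + PAC against RUX, the mesenchymal list stood 0.43 higher (camera adjusted p = 3.61e-08, and adjusted p = 0.707 with an estimated correlation) and the sterol and fatty acid list at -0.45 (camera adjusted p = 7.50e-12, and adjusted p = 0.678 with an estimated correlation).

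**Figure D2:**
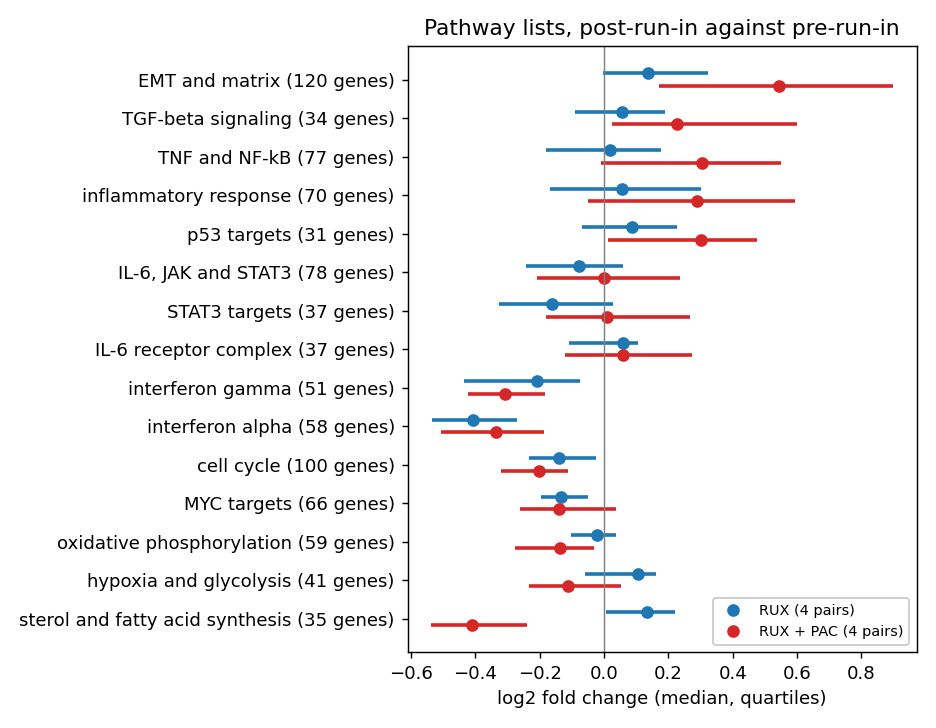
Median (point) and quartiles (line) over the genes of each of 15 pathway lists of the log2 fold change after run-in (horizontal axis), for RUX (blue) and RUX + PAC (red), 4 pairs each. The mesenchymal list has its median at 0.54 after RUX + PAC and the interferon alpha list lies below 0 in both arms.

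Blood vessel markers also rose after RUX + PAC, with a median of 0.78 for endothelial genes (camera adjusted p = 6.96e-09, and adjusted p = 0.567 with an estimated correlation), and epithelial tumor markers had a median of -0.08 (camera adjusted p = 0.167). Immediate early genes, which tissue handling also induces, rose with a median of 0.35 (camera adjusted p = 0.00390, and adjusted p = 0.476 with an estimated correlation). Without RUX+PAC replicate 2 the inflammatory and MYC lists did not pass, nor did the MYC and oxidative phosphorylation lists without RUX+PAC replicate 4, with adjusted p by camera up to 0.298. After RUX, the mesenchymal, proliferation, sterol and fatty acid, adipocyte, B lymphocyte, fibroblast and pericyte lists did not pass without 1 or 2 of the 4 replicates, with adjusted p by camera up to 0.804. The direction of the adipocyte list turned in 1 of these fits.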

Hallmark pathway enrichment analysis in pre- and post-run-in tumor samples revealed that RUX + PAC treatment increased signatures of epithelial-to-mesenchymal transition (EMT) and inflammatory genes and decreased signatures of proliferation and metabolism (Fig. 4F). Indeed, EMT signature was overall significantly elevated after treatment in all the samples (Fig. 4G and Additional file 1: Figure S3E).

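Over all 8 pairs, the GSVA score of the mesenchymal and matrix list was higher after run-in in 6 of 8 patients, with a mean change of 0.184 ± 0.269 (SD, n = 8, exact two-sided sign-flip permutation test, p = 0.0859, adjusted p = 0.440 over 41 lists). The mean change was 0.0601 ± 0.216 after RUX and 0.308 ± 0.284 after RUX + PAC (SD, n = 4 each, exact permutation test of the difference, p = 0.229). By camera the list rose over the 8 pairs, with 106 of 120 genes higher and a median log2 fold change of 0.35 (camera adjusted p = 3.19e-21, and adjusted p = 0.319 with an estimated correlation), and 19 genes rose adjusted over the list alone. Stromal markers rose with it, those of fibroblasts with a median of 0.50 and 25 of 25 higher (camera adjusted p = 5.57e-17, and adjusted p = 0.319 with an estimated correlation). The median was 0.49 for pericyte markers (camera adjusted p = 1.04e-08, and adjusted p = 0.319 with an estimated correlation). Endothelial markers had 0.42 (camera adjusted p = 1.48e-06, and adjusted p = 0.557 with an estimated correlation). Adipocyte markers had 1.03 (camera adjusted p = 0.00242, and adjusted p = 0.557 with an estimated correlation). Without RUX replicate 3 the adipocyte list did not pass (adjusted p = 0.258 by camera). The mesenchymal genes with the smallest p were HTRA1 (0.65, standard error 0.15), the endocytic receptor LRP1 (0.58, standard error 0.14), INHBA (0.80) and PDGFRB (0.72). Among all genes, the cytoskeletal gene FILIP1 (1.01), MMP9 (1.52), SFMBT2 (-0.49) and SFRP2 (0.99) were among those with the smallest p, and the secreted hormone gene STC2 had -0.72. For 8 pairs together edgeR called 0 genes, 911 had an unadjusted p under 0.05 (558 higher and 353 lower), and DESeq2 called 53, of which 40 were higher. The 911 lie near the share of 0.05 of the 16644 genes tested that would pass with no change. The count at an unadjusted p under 0.05 was 499 without RUX replicate 2 and 1674 (909 higher and 765 lower) without RUX+PAC replicate 4. The score changed by 0.239 without RUX replicate 2 and by 0.119 without RUX+PAC replicate 4 (exact permutation p = 0.0469 and 0.172).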

**Fig. 4:**
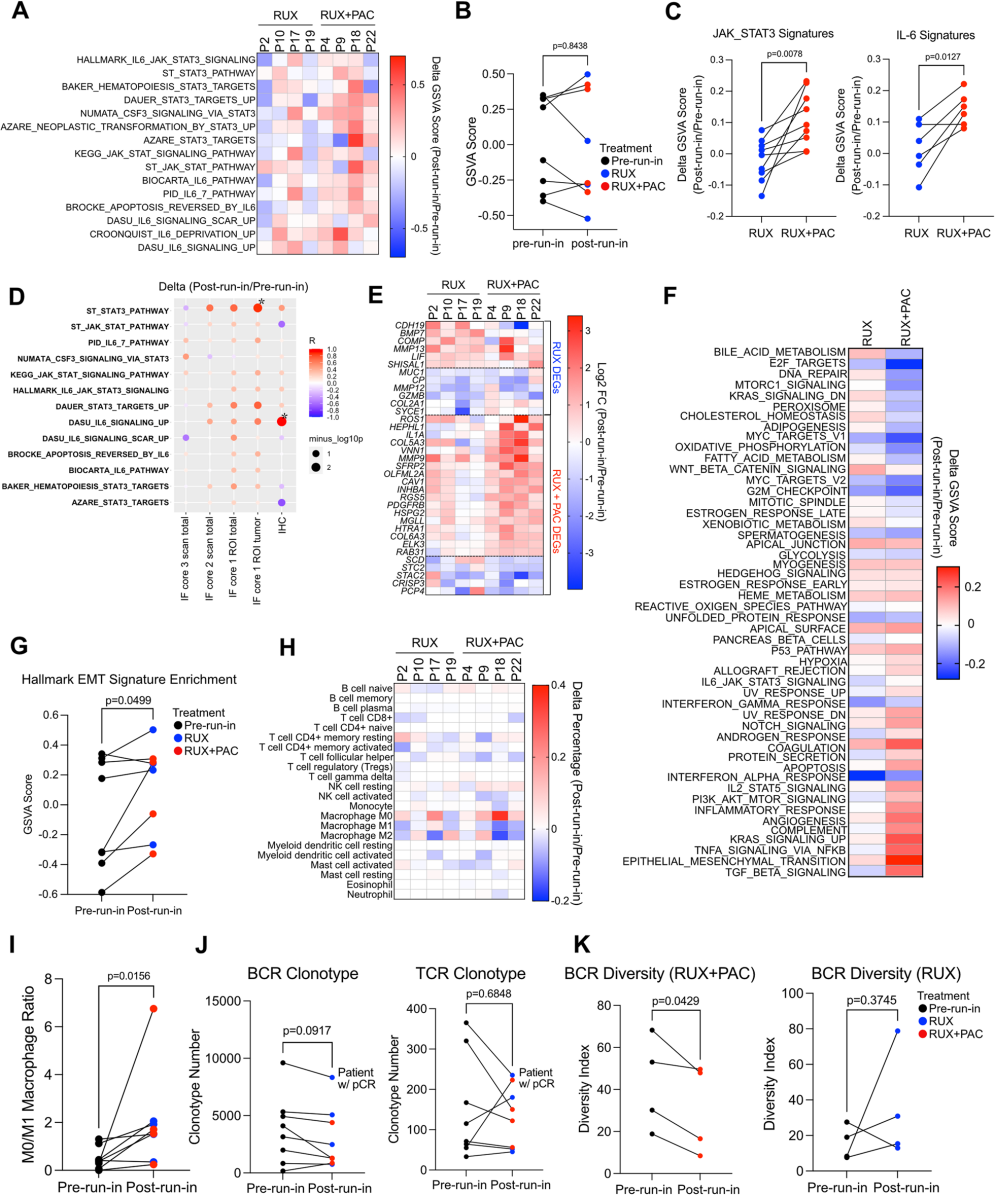
Gene expression profiles. **A** Change in Gene Set Variation Analysis (GSVA) scores showing relative enrichment of the indicated STAT3 or IL-6-related pathways in post-run-in samples compared to pre-run-in. **B** GSVA score used in **A** for the Hallmark IL-6 STAT3 signaling pathway in pre-run-in and post-run-in patient biopsies. **C** Dot plots depicting the comparison of post-run-in to pre-run-in signature enrichment alterations between patients receiving RUX (*n* = 4) and RUX + PAC (*n* = 4) treatments. Nine JAK-STAT-related (left) and six IL6-related signatures (right) were plotted separately. **D** Pearson correlation values and significance for indicated gene signature enrichment in post-run-in compared to pre-run-in as determined by RNA-seq and change in pSTAT3 levels as assessed by indicated staining method. **E** Heatmap depicting log2 fold change expression values of indicated genes in post-run-in compared to pre-run-in. **F** Delta GSVA scores for gene set enrichment analysis on patient samples treated with RUX (*n* = 4) or RUX + PAC (*n* = 4) during run-in. **G** GSVA score showing enrichment of the Hallmark EMT pathway in pre-run-in or post-run-in samples. **H** Changes of immune cell subtype abundance in post-run-in samples compared to pre-run-in. **I** Line plot illustrating the changes of M0/M1 macrophages ratios in post-run-in samples compared to pre-run-in. **J** Changes in overall numbers of BCR and TCR clonotypes in post-run-in samples compared to pre-run-in. **K** BCR diversity (True Diversity Index) changes in post-run-in samples compared to pre-run-in in RUX and RUX + PAC treatment groups. Two-sided paired students’ t test (for **C, G, J, K**) and Wilcoxon matched-pairs signed rank test (for **I**) between pre-run in and post-run-in samples were used, respectively

Next, we further analyzed treatment-induced changes in the immune microenvironment. 

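Of 23 cell type marker lists, read as mean log2 CPM per library, 0 passed a test of the difference between arms in their change after run-in. By an exact permutation test 0 had an adjusted p under 0.05, and 0 had an unadjusted p under 0.05. With 4 patients against 4 this test gives no p under 0.0286, so that no list could pass on its own after adjustment over the 23 lists. B lymphocyte markers had mean changes of 0.38 ± 0.56 after RUX and 0.36 ± 1.48 after RUX + PAC (SD, n = 4 each), higher in 3 of 4 patients of each arm. Cytotoxic effector genes had mean changes of -0.36 ± 0.44 after RUX and -0.39 ± 0.85 after RUX + PAC, lower in 3 of 4 and in 2 of 4 patients. Mean changes of monocyte and macrophage markers were -0.05 ± 0.80 after RUX and 0.13 ± 0.79 after RUX + PAC, of dendritic cell markers 0.21 ± 0.71 after RUX and 0.67 ± 1.42 after RUX + PAC, of regulatory T cell markers -0.16 ± 0.40 after RUX and 0.19 ± 0.41 after RUX + PAC and of mast cell markers 0.06 ± 0.67 after RUX and -0.04 ± 0.76 after RUX + PAC. Plasma cell markers other than immunoglobulin genes had mean changes of -0.12 ± 0.16 after RUX and -0.05 ± 0.71 after RUX + PAC, and neutrophil markers of 0.01 ± 0.64 after RUX and 0.02 ± 0.96 after RUX + PAC. Fibroblast markers had mean changes of 0.23 ± 0.32 after RUX and 0.86 ± 0.87 after RUX + PAC, with 3 of 4 and 4 of 4 patients higher. The smallest p of a difference between arms was 0.0857, for melanocyte markers, by an exact two-sided permutation test of 4 patients against 4. Adjusted over the 23 lists, all values of p were 0.920 or more by the exact permutation tests, and for most immune lists the SD between patients exceeded the mean change. GZMH and GZMA, granzymes of cytotoxic lymphocytes, had log2 fold changes of -0.93 (standard error 0.27) and -0.93 (0.30) over the 8 pairs, and 7 of 22 cytotoxic genes fell adjusted over the list alone by edgeR, while 0 did over all genes and 8 had an unadjusted p under 0.05. Marker lists give no cell fractions, and the deconvolution of Fig. 4H was not run here.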

Immune cell subtype deconvolution from bulk RNA-seq revealed divergent changes in post-run-in tumor samples induced by both run-in treatments, whereas no differential alterations were discerned between the RUX and RUX + PAC groups (Fig. 4H). A patient who achieved pCR (P2) showed alleviation of CD8^+^ cytotoxic and activated CD4^+^ memory T cells along with increased naïve B cell population (Fig. 4H). Notably, we found significantly higher ratios of M0-to-M1 macrophages but not M0-to-M2 macrophages in post-run-in samples (increased in 7/8 patients) regardless of run-in treatment type, suggesting that RUX may block the pro-inflammatory polarization of macrophages (Fig. 4I and Additional file 1: Figure S3F). 

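Genes of unpolarized (M0-type) macrophages rose after run-in relative to genes of interferon gamma and lipopolysaccharide activated (M1-type) macrophages in 7 of 8 patients. The difference of the 2 lists in mean log2 CPM changed by 0.44 ± 0.48 (SD, n = 8, exact two-sided sign-flip permutation test, p = 0.0234), a ratio of list levels 1.36 times that before run-in. This is a ratio of marker gene levels and not of the cell fractions that the paper compared. The mean change of the list difference was 0.37 ± 0.29 after RUX and 0.51 ± 0.66 after RUX + PAC (n = 4 each, exact permutation test between arms, p = 0.743). Relative to M2-type genes, the M0-type genes had a mean change of 0.16 ± 0.44 (SD, n = 8), higher in 5 of 8 patients (exact permutation p = 0.352). On their own, the M0-type genes had a mean change of 0.34 (exact permutation p = 0.102, n = 8) and the M1-type genes of -0.10 (exact permutation p = 0.703, n = 8). Among the 25 M0-type genes, 6 rose adjusted over the list alone by edgeR, and 0 over all genes, where 7 had an unadjusted p under 0.05. Besides MMP9, these included QPCT (0.60, standard error 0.19), the transcription factor BHLHE41 (0.76) and the tartrate-resistant acid phosphatase ACP5 (0.76). Of the 34 M1-type genes 0 passed in either count by edgeR and 6 had an unadjusted p under 0.05, 5 of them lower. The log2 fold change was -0.99 for the chemokine CCL8, -0.90 for the interferon-induced GTPase GBP5, -0.48 for APOL6 and 0.73 for TNFAIP6. With GSVA scores of the lists in place of mean log2 CPM, the macrophage M0-type minus M1-type change was 0.190 (exact permutation p = 0.0859) and the macrophage M0-type minus M2-type change was -0.0294. From higher M0-to-M1 ratios in both arms, the paper proposes that RUX may block the polarization of macrophages toward the pro-inflammatory state.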

Lastly, inference of immune repertoire from RNA-seq data using TRUST4 algorithm [26] again showed heterogenous TCR and BCR clonotype abundance changes, whereas the evaluation of the tumor samples from a patient who achieved pCR harbored the highest number of TCR and BCR clonotypes at pre-run-in and maintained this after treatment (Fig. 4J). While no overall changes of BCR and TCR diversities were found (Additional file 1: Figure S3G), tumor samples from patients treated with RUX + PAC run-in therapy showed significantly decreased BCR but not TCR diversity (Fig. 4K and Additional file 1: Figure S3H).

These results demonstrate that in IBC, treatment with RUX alone and in combination with PAC have a significant impact on both tumor and stromal cell gene expression profiles and some of these changes, especially those in immune cells, might have unfavorable effects on treatment outcomes. A limitation of the RNA-seq data is that samples were analyzed only before treatment and following 1-week on-treatment to avoid repeated biopsies. Thus, we do not know the impact of longer (12 weeks) RUX + PAC treatment on tumor transcriptomes.

## Discussion

In this phase II clinical trial, we evaluated the safety and efficacy of RUX + PAC used as neoadjuvant therapy for TN-IBC. The combination was well tolerated overall, with most toxicities (hematological, fatigue) being grade 1–2. The pCR rate in the overall population of 23 patients was 8.7%. Overall, the pCR rates in TN-IBC remain historically lower than what has been reported in non-IBC and the pCR rate reported here is aligned with what has been reported in other studies, national databases or single center series looking at clinical outcomes of patients with stage III TN-IBC [27]. Of note, none of the studies reported thus far has incorporated immune checkpoint inhibition in the neoadjuvant regimen for IBC. Existing preclinical data suggest a particular role of the tumor microenvironment in IBC, therefore it is possible that the pCR rates will be higher when immune checkpoint inhibitors are included in the neoadjuvant treatment regimen [28–30]. One exception to the low pCR rates observed in TN-IBC was seen in a single arm study that evaluated the addition of panitumumab, an anti-EGFR antibody to standard chemotherapy and reported a pCR rate of 42% (8 of 19) patients [31]. It is possible however that some of the benefit seen with this combination could have been derived from an immune response triggered by panitumumab.

In our previous evaluation of a small IBC cohort, we found a high frequency of CD44^+^CD24^−^pSTAT3^+^ cells in most cases [14, 32]. A high incidence of CD44^+^CD24^−^pSTAT3^+^ cells among IBC lymphovascular cases was also supported by findings from other labs [13]. Thus, contrary to our prior phase II trial testing ruxolitinib in patients with metastatic TNBC [33], the clinical trial design did not include selection of patients based on pretreatment pSTAT3 levels as we expected that most patients with IBC would have high frequency of pSTAT3^+^ cells. However, assessing pre- and post-run-in samples pSTAT3 by immunohistochemistry revealed that only 75% of the patients had high (> 6 h score) pre-run-in pSTAT3 and only 50% of cases showed a decrease in pSTAT3 in post-run-in biopsies. Furthermore, testing pSTAT3 levels by immunofluorescence in multiple tumor samples obtained at the same timepoint demonstrated profound intratumor heterogeneity in both pre-run-in and post-run-in samples making it difficult to identify which patients’ tumors had undergone a meaningful biologic response to RUX. While this heterogeneity in pSTAT3 levels could be due to technical limitations, it is more likely it was due to the substantial heterogeneity found in IBC tumors. Moreover, reduction in pSTAT3 levels did not correlate with achieving a pCR, suggesting that pSTAT3 alone may not be a useful marker to select patients for JAK/STAT3-targeting therapies. Future trials with larger cohorts would be required to identify a reliable predictor of response.

We also characterized systemic biologic responses to RUX by assessing serum IL-6 and CRP levels. CRP levels are associated with poor prognosis and increased inflammatory response [34]. Interestingly, the two patients who achieved a pCR were among the patients with the highest levels of CRP at pre-run-in. Therefore, CRP levels in combination with pSTAT3 staining, could potentially be used as a more reliable method to select patients who would benefit from RUX treatment.

In our preclinical study of PAC resistance in IBC [14], we identified lineage switching including EMT as a resistance mechanism in part mediated through pSTAT3. In the tumor samples obtained in this clinical trial, RNA-seq data demonstrated that EMT-related gene signatures were increased following combination treatment with RUX + PAC compared to RUX alone. Furthermore, we found that several inflammatory pathways were increased following RUX + PAC compared to RUX alone, suggesting that PAC may be activating compensatory pathways downstream of pSTAT3. IBC is associated with higher heterogeneity along the hybrid EMT spectrum, and decreasing this heterogeneity may improve patient outcomes.

STAT3 is a key transcription factor mediating inflammatory and immune responses [35], and while inhibition of STAT3 within tumor cells may be clinically beneficial, blocking STAT3-mediated immunity may negate this effect. Our finding that RUX + PAC combination therapy but not RUX alone increased inflammatory signatures suggest that RUX alone or combined with PAC may synergize with immunotherapies, since sustained inflammation has been shown to promote the efficacy of ICI therapies [36]. Our patient cohort was too small to thoroughly evaluate treatment-associated changes in the immune environment. However, we found that treatment with RUX alone, and in combination with PAC, decreased the frequency of intratumoral GZMB^+^CD8^+^ and GZMB^+^CD4^+^ cells, which suggests a switch to a less active, tumor-promoting immune environment. In addition, RUX alone decreased BCR diversity inferred from RNA-seq data. Furthermore, STAT4 and STAT5 are essential for the development of efficient NK-cell anti-tumor surveillance [37] and inhibiting this may have also contributed to lack of efficacy. Overall, while treatment with RUX may act to decrease tumor intrinsic growth, it may have opposing tumor-promoting effects on the surrounding microenvironment.

In summary, here we describe a multi-institutional randomized phase II clinical trial of JAK2 inhibition via the neoadjuvant administration of RUX alone or in combination with PAC for the treatment of TN-IBC. Despite lack of clinical benefit, we detected a biologic treatment effect of RUX administration, including a decrease in pSTAT3 levels in tumor samples post-run-in compared to pre-run-in samples suggestive of on-target effects. However, the systemic blocking of JAK2 appeared to mute the intratumor immune environment. Thus, cancer cell-specific-targeting of JAK2/STAT3 or combinations with immunotherapy may be required for further evaluation of JAK2/STAT3 signaling as a cancer therapeutic target.

### Supplementary Information

**Additional file 1.** Supplementary Figures and Methods.

**Additional file 2.** Supplementary Tables.

## Data Availability

The RNA-Seq datasets have been deposited to Gene Expression Omnibus (GEO) with the accession number GSE232764.

# Supplementary material for: TBCRC 039: a phase II study of preoperative ruxolitinib with or without paclitaxel for triple-negative inflammatory breast cancer
**Source:** Breast Cancer Res. 2024 Jan 31;26:20. doi: 10.1186/s13058-024-01774-0
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures and Methods.

SUPPLEMENTARY FIGURE LEGENDS

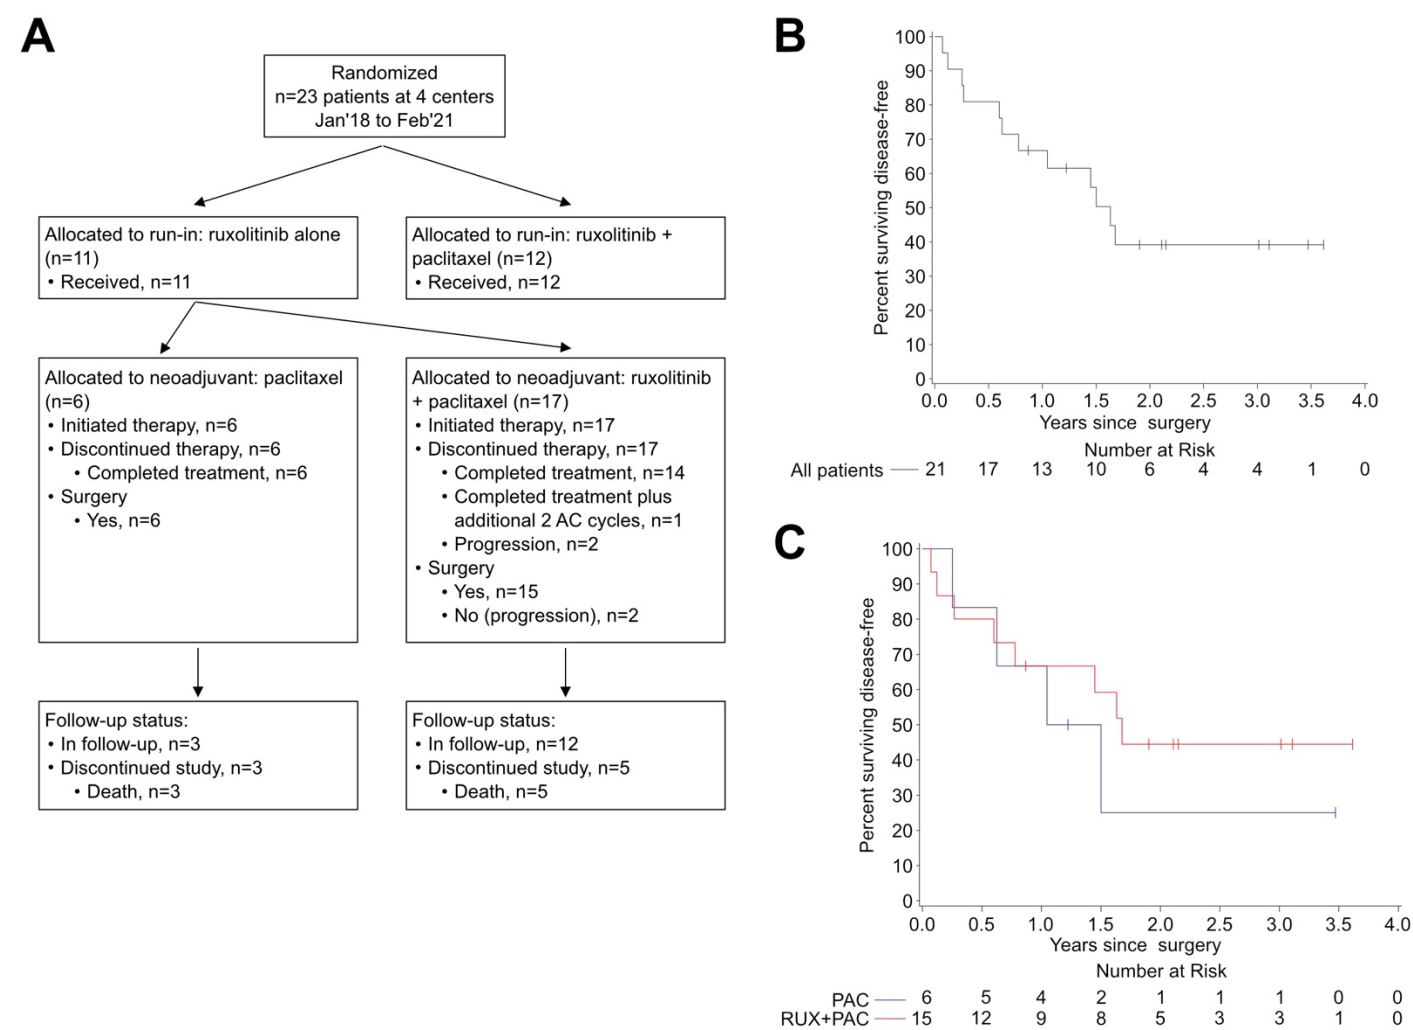

**Figure S1. Clinical trial design and patient outcomes. A,** Schematic outline of clinical trial design and patient enrollment. **B,** Kaplan-Meier estimate of disease-free survival of 22 patients who underwent surgery. **C,** Kaplan-Meier estimate of disease-free survival according to neoadjuvant treatment.

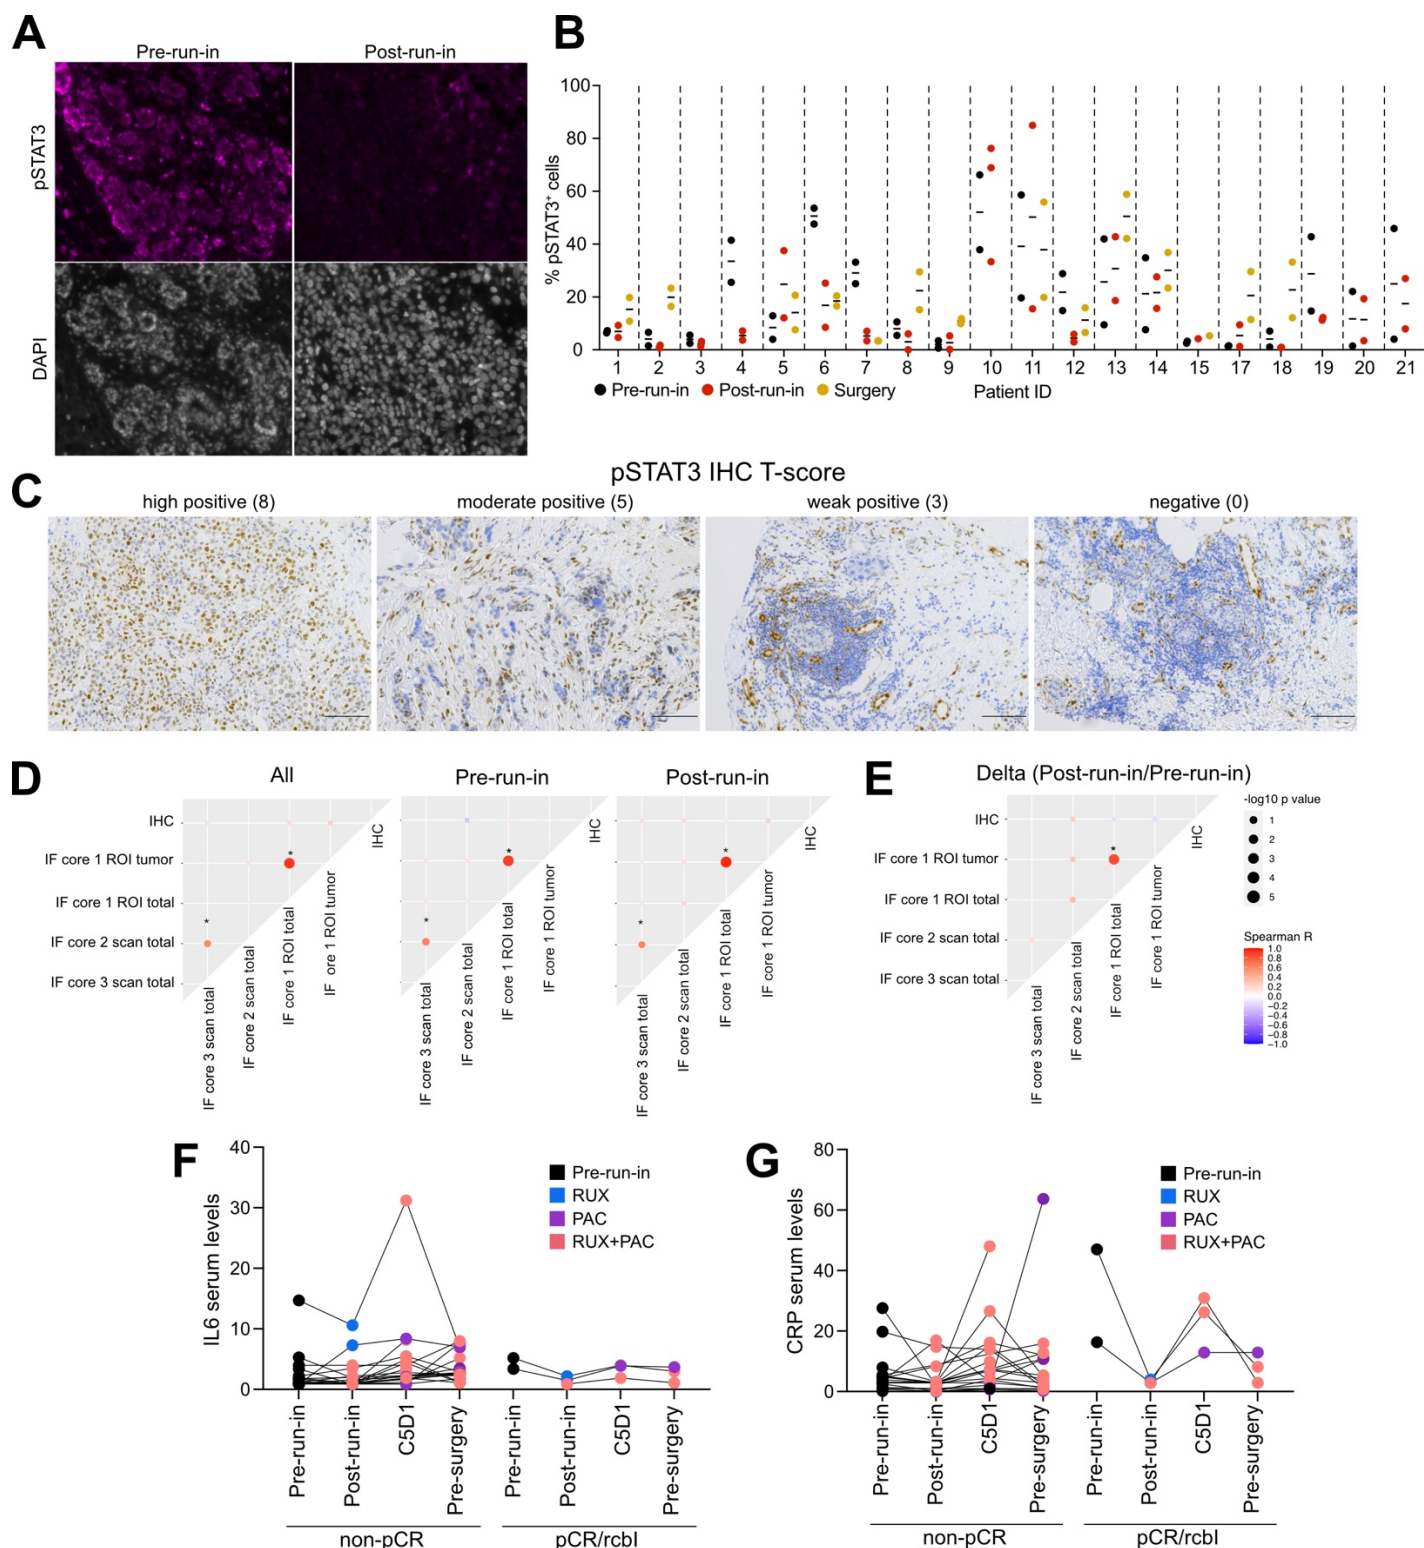

**Figure S2. Immunostaining analyses of tumors.** **A**, Representative images of immunofluorescence analyses of pre-run-in and post-run-in samples from the same patient stained for pSTAT3 (top, magenta) and DAPI (bottom, gray). **B**, Quantification of immunofluorescence images shown in **A** for % pSTAT3<sup>+</sup> cells in whole tissue section. Each point represents a separate biopsy, when available. If not available, the block was recut, and another section was stained. For each patient, pre-run-in, post-run-in, and surgery samples were quantified. **C**, Representative images for each immunohistochemistry staining scoring classification as quantified in **Fig. 2A**. **D**, Spearman correlation values between the indicated staining methods. **E**, Spearman correlation values between the change in post-run-in samples compared to pre-run-in for each staining method. **F-G**, IL6 (**F**) or CRP (**G**) serum levels as pre-run-in, post-run-in, post-neoadjuvant treatment (C5D1) or at surgery in either pCR or non-pCR samples.

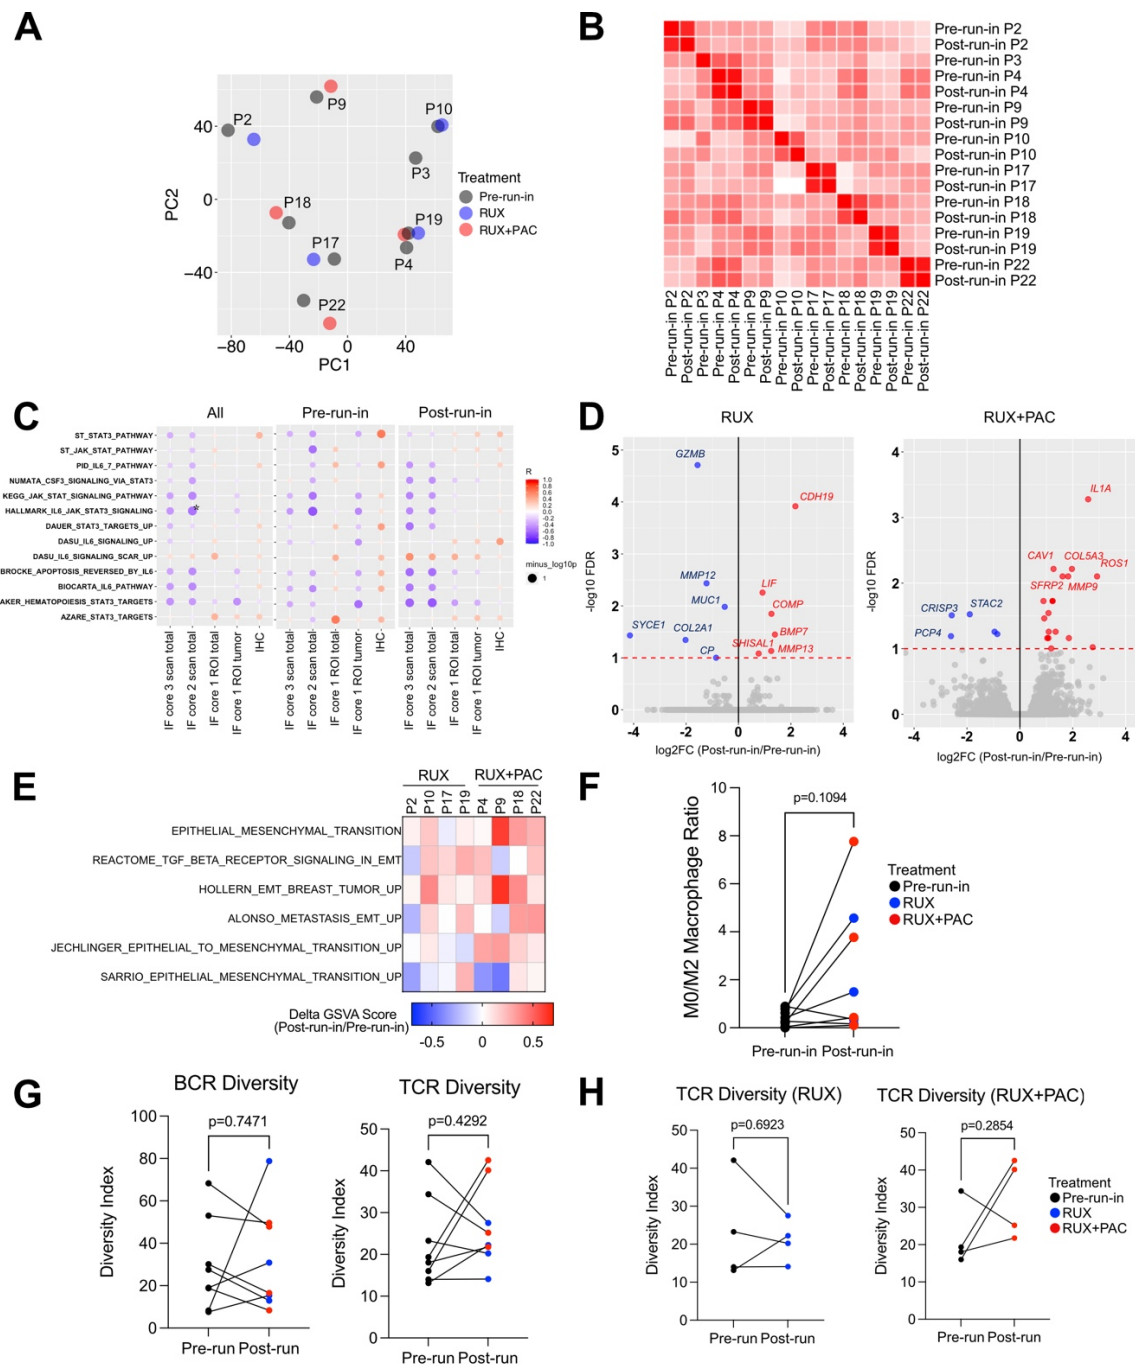

**Figure S3. Tumor gene expression profiles.** **A**, Heatmap showing the unsupervised clustering of SNPs called from HLA regions from each sample to confirm identity of the samples. **B**, Dot plots depicting the comparison of post-run-in to pre-run-in signature enrichment alterations between patients receiving RUX (n=4) and RUX+PAC (n=4) treatments. Nine JAK-STAT-related (left) and six IL6-related signatures (right) were plotted separately. **C**, Pearson correlation values and significance for indicated gene signature enrichment in overall, pre-run-in, and post-run-in samples as determined by RNA-seq and the corresponding pSTAT3 levels as assessed by the indicated staining method. **D**, Volcano plot illustrating differentially expressed genes between pre-run-in and post-run-in samples in patients receiving RUX (n=4) and RUX+PAC (n=4) treatments. **E**, Change in Gene Set Variation Analysis (GSVA) scores showing relative enrichment of the indicated EMT-related pathways in post-run-in samples compared to pre-run-in. **F**, Line plot illustrating changes in the ratio of M0/M2 macrophages in post-run-in samples compared to pre-run-in. **G**, BCR and TCR diversity (True Diversity Index) changes in post-run-in samples compared to pre-run-in. **H**, TCR diversity (True Diversity Index) changes in post-run-in samples compared to pre-run-in in tumors from patients treated with RUX and RUX+PAC. Two-sided paired students' t test (**B**, **G**, **H**) and Wilcoxon matched pairs signed rank test (**F**) were used.

## SUPPLEMENTARY METHODS

### Endpoint definitions:

Event-free survival (EFS; referred to as time to treatment failure (TTF) in the protocol) was defined as the interval from randomization until first experience of progressive disease during preoperative therapy or treatment of disease that is not surgically resectable or one of the following events: invasive ipsilateral local-regional recurrence, contralateral invasive breast cancer, distant recurrence, second primary cancer or death from any cause. In the absence of an event, EFS was censored at the date of last follow-up assessment. Disease-free survival (DFS) was defined among the subset of patients who underwent surgery as the interval from date of surgery until first experience of the above post-operative events. DFS was similarly censored at date of last assessment. Overall survival was defined as the interval from randomization until death from any cause or censored at the date last known alive.

### Sample size considerations:

Up to 64 patients were planned to enroll, to include 50 patients with a pre-run-in biopsy assessed as pSTAT3-positive and an assessable post-run-in biopsy, assuming 80% of pre-run-in tumors would have positive expression and allowing for ~10% non-accessibility.

About 80% of patients' tumors pre-run-in were expected to be pSTAT3-positive. If at least 33% of these tumors had biologic response (change to pSTAT3-negative) at 7 days post-run-in administration of single-agent ruxolitinib, then the treatment would be considered as promising in demonstrating reduction in pSTAT3 activity; a rate of 10% or less would be considered as not promising. With the combination of ruxolitinib plus paclitaxel, biologic response of at least 66% was expected, presuming synergy between ruxolitinib and paclitaxel. Based upon a single-stage single-arm design, analysis populations of 25 patients per treatment group were targeted, and if at least 5 of 25 patients' treated tumors had biologic response, then the hypothesis of biologic response  $\leq 10\%$  would be rejected (one-sided  $\alpha < 0.10$  and power  $> 0.90$ ). For a comparison between run-in treatment groups, 23 patients per

group provided 74% power to detect a difference in biologic response of 33% vs. 66% using a Fisher's exact test (1-sided  $\alpha=0.10$ ).

Sample size also considered the secondary endpoint of pCR, which would be assessed in all patients who initiated treatment. A pCR rate of 25% was considered as an historical rate TN-IBC population, below which the experimental regimen would not be considered as promising. A pCR rate of about 50% with ruxolitinib plus paclitaxel for 12 weeks would be considered as promising. For a comparison between treatment groups, 48 and 16 patients in the two groups would provide 60% power to detect a difference in pCR of 50% vs. 25% using Fisher's exact test (1-sided  $\alpha=0.10$ ); and 51% power within the subgroup that were pSTAT3+ pre-run-in (estimated 38 and 14 patients).

#### Ad hoc interim analysis for futility

With recommendation by the DF/HCC DSMB, an interim analysis for futility was added the protocol. This analysis investigated whether there was adequate preliminary evidence of feasibility and/or biological activity to proceed with enrollment: 1) feasibility to complete enrollment would require the assumption of ~80% pSTAT3+ pre-run-in, assessed based upon the lower confidence limit of 2-sided exact binomial 90% CI of at least 50%; 2) evidence of biologic response at least 33%, assessed based upon the upper confidence limit of a 90% CI.

# Supplementary material for: TBCRC 039: a phase II study of preoperative ruxolitinib with or without paclitaxel for triple-negative inflammatory breast cancer
**Source:** Breast Cancer Res. 2024 Jan 31;26:20. doi: 10.1186/s13058-024-01774-0
**Supplement:** Supplementary file 2 — Additional file 2. Supplementary Tables.

**Table S1. Patient and disease characteristics, overall and according to run-in and neoadjuvant treatment received.**

|                            | Run-in Treatment |       |         |       | Neoadjuvant Treatment |       |         |       | Overall |       |
|----------------------------|------------------|-------|---------|-------|-----------------------|-------|---------|-------|---------|-------|
|                            | Rux              |       | Rux+Pac |       | Pac                   |       | Rux+Pac |       |         |       |
|                            | N                | %     | N       | %     | N                     | %     | N       | %     | N       | %     |
| N pts randomized           | 11               | 100.0 | 12      | 100.0 | 6                     | 100.0 | 17      | 100.0 | 23      | 100.0 |
| Sex                        |                  |       |         |       |                       |       |         |       |         |       |
| Female                     | 11               | 100.0 | 12      | 100.0 | 6                     | 100.0 | 17      | 100.0 | 23      | 100.0 |
| Race                       |                  |       |         |       |                       |       |         |       |         |       |
| White                      | 10               | 90.9  | 12      | 100.0 | 5                     | 83.3  | 17      | 100.0 | 22      | 95.7  |
| Black or African American  | 1                | 9.1   |         |       | 1                     | 16.7  |         |       | 1       | 4.3   |
| Ethnicity                  |                  |       |         |       |                       |       |         |       |         |       |
| Non-Hispanic               | 11               | 100.0 | 12      | 100.0 | 6                     | 100.0 | 17      | 100.0 | 23      | 100.0 |
| BRCA status                |                  |       |         |       |                       |       |         |       |         |       |
| BRCA1/2                    | 1                | 9.1   |         |       | 1                     | 16.7  |         |       | 1       | 4.3   |
| No mutation                | 6                | 54.5  | 5       | 41.7  | 3                     | 50.0  | 8       | 47.1  | 11      | 47.8  |
| Unknown                    | 1                | 9.1   | 2       | 16.7  | 1                     | 16.7  | 2       | 11.8  | 3       | 13.0  |
| Not tested                 | 3                | 27.3  | 5       | 41.7  | 1                     | 16.7  | 7       | 41.2  | 8       | 34.8  |
| Menopausal status          |                  |       |         |       |                       |       |         |       |         |       |
| Pre-Menopausal             | 5                | 45.5  | 6       | 50.0  | 4                     | 66.7  | 7       | 41.2  | 11      | 47.8  |
| Post-Menopausal            | 6                | 54.5  | 6       | 50.0  | 2                     | 33.3  | 10      | 58.8  | 12      | 52.2  |
| Histology                  |                  |       |         |       |                       |       |         |       |         |       |
| Invasive Ductal            | 10               | 90.9  | 11      | 91.7  | 5                     | 83.3  | 16      | 94.1  | 21      | 91.3  |
| Mixed (ductal and lobular) | 1                | 9.1   | .       | .     | 1                     | 16.7  | .       | .     | 1       | 4.3   |
| Other                      | .                | .     | 1       | 8.3   | .                     | .     | 1       | 5.9   | 1       | 4.3   |
| Histologic Grade           |                  |       |         |       |                       |       |         |       |         |       |
| Mod Diff                   | 4                | 36.4  | 2       | 16.7  | 1                     | 16.7  | 5       | 29.4  | 6       | 26.1  |
| Poor Diff                  | 7                | 63.6  | 10      | 83.3  | 5                     | 83.3  | 12      | 70.6  | 17      | 73.9  |
| LVI on biopsy?             |                  |       |         |       |                       |       |         |       |         |       |
| No                         | 7                | 63.6  | 8       | 66.7  | 3                     | 50.0  | 12      | 70.6  | 15      | 65.2  |
| Yes                        | 4                | 36.4  | 4       | 33.3  | 3                     | 50.0  | 5       | 29.4  | 8       | 34.8  |
| Is Tumor Multifocal?       |                  |       |         |       |                       |       |         |       |         |       |
| No                         | 8                | 72.7  | 8       | 66.7  | 6                     | 100.0 | 10      | 58.8  | 16      | 69.6  |
| Yes                        | 3                | 27.3  | 4       | 33.3  | .                     | .     | 7       | 41.2  | 7       | 30.4  |
| Clinical N stage           |                  |       |         |       |                       |       |         |       |         |       |
| Unknown                    | 1                | 9.1   | .       | .     | 1                     | 16.7  | .       | .     | 1       | 4.3   |
| cN0                        | .                | .     | 1       | 8.3   | .                     | .     | 1       | 5.9   | 1       | 4.3   |
| cN1                        | 10               | 90.9  | 5       | 41.7  | 5                     | 83.3  | 10      | 58.8  | 15      | 65.2  |
| cN2                        | .                | .     | 2       | 16.7  | .                     | .     | 2       | 11.8  | 2       | 8.7   |
| cN3                        | .                | .     | 4       | 33.3  | .                     | .     | 4       | 23.5  | 4       | 17.4  |
| M stage                    |                  |       |         |       |                       |       |         |       |         |       |
| Unknown                    | 1                | 9.1   | 1       | 8.3   | .                     | .     | 2       | 11.8  | 2       | 8.7   |
| M0                         | 9                | 81.8  | 11      | 91.7  | 5                     | 83.3  | 15      | 88.2  | 20      | 87.0  |
| M1                         | 1                | 9.1   | .       | .     | 1                     | 16.7  | .       | .     | 1       | 4.3   |
| Prior invasive BC or DCIS  |                  |       |         |       |                       |       |         |       |         |       |
| No                         | 10               | 90.9  | 12      | 100.0 | 5                     | 83.3  | 17      | 100.0 | 22      | 95.7  |
| Yes                        | 1                | 9.1   | .       | .     | 1                     | 16.7  | .       | .     | 1       | 4.3   |

**Table S2. Reported adverse events during run-in phase.**

|                                                 |                                   | Run-In Treatment |         |                 |          |
|-------------------------------------------------|-----------------------------------|------------------|---------|-----------------|----------|
|                                                 |                                   | Rux<br>N=11      |         | Rux+Pac<br>N=12 |          |
|                                                 |                                   | Max Grade        |         | Max Grade       |          |
|                                                 |                                   | 1                | 2       | 1               | 3        |
|                                                 |                                   |                  |         |                 |          |
| Organ System Category                           | CTCAE v4.0                        |                  |         |                 |          |
| Gastrointestinal disorders                      | Constipation                      | -                | -       | 1 (8.3)         | -        |
|                                                 | Diarrhea                          | -                | 1 (9.1) | 1 (8.3)         | -        |
|                                                 | Nausea                            | -                | -       | 5 (41.7)        | -        |
| General disorders and admin site conditions     | Fatigue                           | 1 (9.1)          | -       | 7 (58.3)        | -        |
|                                                 | Infusion related reaction         | -                | -       | -               | 2 (16.7) |
| Investigations                                  | Alanine aminotransferase increase | -                | -       | 1 (8.3)         | -        |
| Musculoskeletal and connective tissue disorders | Arthralgia                        | -                | -       | 1 (8.3)         | -        |
|                                                 | Myalgia                           | -                | -       | 1 (8.3)         | -        |
| Neoplasms benign, malignant and unspecified     | Tumor pain                        | 1 (9.1)          | -       | -               | -        |
| Nervous system disorders                        | Headache                          | 1 (9.1)          | -       | 1 (8.3)         | -        |
| Respiratory, thoracic and mediastinal disorders | Sore throat                       | -                | -       | 1 (8.3)         | -        |
| Skin and subcutaneous tissue disorders          | Alopecia                          | -                | -       | 1 (8.3)         | -        |

**Table S3. Reported treatment-related AEs during neoadjuvant treatment phase.**

**Table S4. Rates of pathologic complete response (pCR) and residual cancer burden (RCB) classification**

|                       | Neoadjuvant Treatment |            |         |            | Overall |      |
|-----------------------|-----------------------|------------|---------|------------|---------|------|
|                       | Pac                   |            | Rux+Pac |            |         |      |
|                       | N                     | %          | N       | %          | N       | %    |
| N patients randomized | 6                     |            | 17      |            |         |      |
| pCR                   |                       |            |         |            |         |      |
| No                    | 5                     | 83.3       | 16      | 94.1       | 21      | 91.3 |
| Yes                   | 1                     | 16.7       | 1       | 5.9        | 2       | 8.7  |
| (80% CI)              |                       | (1.7-51.0) |         | (0.6-21.0) |         |      |
| RCB                   |                       |            |         |            |         |      |
| RCB-0 (pCR)           | 1                     | 16.7       | 1       | 5.9        | 2       | 8.7  |
| RCB-I                 | 1                     | 16.7       | 1       | 5.9        | 2       | 8.7  |
| RCB-II                | .                     | .          | 2       | 11.8       | 2       | 8.7  |
| RCB-III               | 1                     | 16.7       | 2       | 11.8       | 3       | 13.0 |
| RCB-IV                | 3                     | 50.0       | 9       | 52.9       | 12      | 52.2 |
| No surgery            | .                     | .          | 2       | 11.8       | 2       | 8.7  |

**Table S5. Raw pSTAT3 immunofluorescence staining data.**

| Patient ID | PRE-RUN-IN      |                  |               |                 |         | POST-RUN-IN     |                  |               |                 |         | SURGERY         |                  |               |                 |         |
|------------|-----------------|------------------|---------------|-----------------|---------|-----------------|------------------|---------------|-----------------|---------|-----------------|------------------|---------------|-----------------|---------|
|            | # pSTAT3+ cells | # pSTAT33- cells | # total cells | % pSTAT3+ cells | Pos/neg | # pSTAT3+ cells | # pSTAT33- cells | # total cells | % pSTAT3+ cells | Pos/neg | # pSTAT3+ cells | # pSTAT33- cells | # total cells | % pSTAT3+ cells | Pos/neg |
| 1          | 2780            | 35626            | 38406         | 7.24            | neg     | 2736            | 56039            | 58775         | 4.66            | neg     | 12850           | 51946            | 64796         | 19.83           | pos     |
|            | 3991            | 58190            | 62181         | 6.42            | neg     | 2457            | 24009            | 26466         | 9.28            | neg     | 7668            | 63164            | 70832         | 10.83           | pos     |
| 2          | 3122            | 43964            | 47086         | 6.63            | neg     | 243             | 13536            | 13779         | 1.76            | neg     | 7682            | 39006            | 46688         | 16.45           | pos     |
|            | 1028            | 64503            | 65531         | 1.57            | neg     | 33              | 4534             | 4567          | 0.72            | neg     | 6474            | 21260            | 27734         | 23.34           | pos     |
| 3          | 534             | 9111             | 9645          | 5.54            | neg     | 440             | 31560            | 32000         | 1.38            | neg     |                 |                  |               |                 |         |
|            | 450             | 18097            | 18547         | 2.43            | neg     | 946             | 28896            | 29842         | 3.17            | neg     |                 |                  |               |                 |         |
| 4          | 3873            | 11294            | 15167         | 25.54           | pos     | 1325            | 34639            | 35964         | 3.68            | neg     |                 |                  |               |                 |         |
|            | 3157            | 4450             | 7607          | 41.50           | pos     | 975             | 12677            | 13652         | 7.14            | neg     |                 |                  |               |                 |         |
| 5          | 1041            | 7037             | 8078          | 12.89           | pos     | 5189            | 8644             | 13833         | 37.51           | pos     | 13437           | 51663            | 65100         | 20.64           | pos     |
|            | 651             | 15690            | 16341         | 3.98            | neg     | 1611            | 11694            | 13305         | 12.11           | pos     | 3556            | 43098            | 46654         | 7.62            | neg     |
| 6          | 13232           | 14577            | 27809         | 47.58           | pos     | 3239            | 34715            | 37954         | 8.53            | neg     | 5940            | 23147            | 29087         | 20.42           | pos     |
|            | 3019            | 2613             | 5632          | 53.60           | pos     | 9334            | 27678            | 37012         | 25.22           | pos     | 3232            | 16251            | 19483         | 16.59           | pos     |
| 7          | 4394            | 13152            | 17546         | 25.04           | pos     | 2116            | 27901            | 30017         | 7.05            | neg     | 5233            | 148345           | 153578        | 3.41            | neg     |
|            | 4770            | 9612             | 14382         | 33.17           | pos     | 1753            | 49762            | 51515         | 3.40            | neg     | 2195            | 63305            | 65500         | 3.35            | neg     |
| 8          | 53              | 920              | 973           | 5.45            | neg     | 0               | 3857             | 3857          | 0.00            | neg     | 27104           | 64686            | 91790         | 29.53           | pos     |
|            | 2470            | 20880            | 23350         | 10.58           | pos     | 1836            | 28567            | 30403         | 6.04            | neg     | 7790            | 43368            | 51158         | 15.23           | pos     |
| 9          | 1262            | 35116            | 36378         | 3.47            | neg     | 17              | 12887            | 12904         | 0.13            | neg     | 3334            | 24944            | 28278         | 11.79           | pos     |
|            | 24              | 3698             | 3722          | 0.64            | neg     | 1151            | 20570            | 21721         | 5.30            | neg     | 6390            | 58334            | 64724         | 9.87            | neg     |
| 10         | 34992           | 17833            | 52825         | 66.24           | pos     | 14533           | 29031            | 43564         | 33.36           | pos     |                 |                  |               |                 |         |
|            | 19469           | 31926            | 51395         | 37.88           | pos     | 36772           | 16572            | 53344         | 68.93           | pos     |                 |                  |               |                 |         |
|            |                 |                  |               |                 |         | 29642           | 9234             | 38876         | 76.25           | pos     |                 |                  |               |                 |         |
| 11         | 18646           | 13156            | 31802         | 58.63           | pos     | 66001           | 11681            | 77682         | 84.96           | pos     | 18117           | 14263            | 32380         | 55.95           | pos     |
|            | 1912            | 7809             | 9721          | 19.67           | pos     | 7814            | 42450            | 50264         | 15.55           | pos     | 4386            | 17684            | 22070         | 19.87           | pos     |
| 12         | 5872            | 14509            | 20381         | 28.81           | pos     | 500             | 8006             | 8506          | 5.88            | neg     | 753             | 10679            | 11432         | 6.59            | neg     |
|            | 408             | 2344             | 2752          | 14.83           | pos     | 217             | 7058             | 7275          | 2.98            | neg     | 6517            | 34498            | 41015         | 15.89           | pos     |
| 13         | 236             | 2256             | 2492          | 9.47            | neg     | 2879            | 12546            | 15425         | 18.66           | pos     | 16844           | 11777            | 28621         | 58.85           | pos     |
|            | 1409            | 1947             | 3356          | 41.98           | pos     | 15071           | 20144            | 35215         | 42.80           | pos     | 19170           | 26363            | 45533         | 42.10           | pos     |
| 14         | 3738            | 6996             | 10734         | 34.82           | pos     | 2510            | 6577             | 9087          | 27.62           | pos     | 33339           | 109129           | 142468        | 23.40           | pos     |
|            | 4977            | 60162            | 65139         | 7.64            | neg     | 960             | 5161             | 6121          | 15.68           | pos     | 9872            | 16932            | 26804         | 36.83           | pos     |
| 15         | 2123            | 62886            | 65009         | 3.27            | neg     | 1950            | 44621            | 46571         | 4.19            | neg     | 3448            | 61812            | 65260         | 5.28            | neg     |
|            | 207             | 8038             | 8245          | 2.51            | neg     |                 |                  |               |                 |         |                 |                  |               |                 |         |
| 17         | 430             | 27654            | 28084         | 1.53            | neg     | 2337            | 22303            | 24640         | 9.48            | neg     | 8362            | 19850            | 28212         | 29.64           | pos     |
|            | 709             | 51092            | 51801         | 1.37            | neg     | 413             | 31697            | 32110         | 1.29            | neg     | 5494            | 42455            | 47949         | 11.46           | pos     |
| 18         | 1779            | 23346            | 25125         | 7.08            | neg     | 308             | 31009            | 31317         | 0.98            | neg     | 6799            | 49091            | 55890         | 12.16           | pos     |
|            | 213             | 19602            | 19815         | 1.07            | neg     | 349             | 46748            | 47097         | 0.74            | neg     | 3111            | 6259             | 9370          | 33.20           | pos     |
| 19         | 5841            | 33884            | 39725         | 14.70           | pos     | 6508            | 46607            | 53115         | 12.25           | pos     |                 |                  |               |                 |         |
|            | 18673           | 24961            | 43634         | 42.79           | pos     | 1677            | 13225            | 14902         | 11.25           | pos     |                 |                  |               |                 |         |
| 20         | 4822            | 17048            | 21870         | 22.05           | pos     | 2973            | 12394            | 15367         | 19.35           | pos     |                 |                  |               |                 |         |
|            | 144             | 9758             | 9902          | 1.45            | neg     | 651             | 18213            | 18864         | 3.45            | neg     |                 |                  |               |                 |         |
| 21         | 19488           | 22982            | 42470         | 45.89           | pos     | 6979            | 18883            | 25862         | 26.99           | pos     |                 |                  |               |                 |         |
|            | 1700            | 40651            | 42351         | 4.01            | neg     | 4683            | 54285            | 58968         | 7.94            | neg     |                 |                  |               |                 |         |

**Table S6. Biopsy samples with pSTAT3 immunohistochemistry staining.**

|                                                   |          |
|---------------------------------------------------|----------|
| <b>Biopsy Availability</b> (n = 23)               |          |
| Baseline pre-run-in                               | 20 (87%) |
| C1D1post run-in                                   | 19 (83%) |
| <b>Baseline Pre-run-in pSTAT3 Status</b> (n = 20) |          |
| Positive                                          | 15 (75%) |
| Negative                                          | 5 (25%)  |

How the deposited data were processed for this re-analysis (not part of the article)

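RNA-seq was run on tumor biopsies of patients with triple-negative inflammatory breast cancer, taken before and after a run-in with RUX or RUX + PAC. The deposited table holds gene counts per library, which the authors made from their reads before depositing it. The methods name the VIPER pipeline and hg19, and the submitters' processing notes name hg38. The aligner's and counter's versions are not given in the sources used here. The counts are whole numbers for 28008 gene symbols in 17 libraries, of which 4254 symbols are at 0 in all libraries. All columns were matched to samples by the labels, and the patient and the time point of each library came from the labels. One library from 1 patient given RUX had no post-run-in partner and entered only the GSVA estimate named as an alternative.

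From these counts, 112 XIST and Y-linked genes were removed, and 16644 genes kept by edgeR's filterByExpr over the 4 groups were tested in 16 libraries of 8 patients. Counts were scaled with TMM factors, and a quasi-likelihood fit in edgeR 4.0.16 (R 4.3.3) had patient as a block and a post-minus-pre term for each arm, with 6 residual degrees of freedom. Genes were called at an adjusted p under 0.1, in each arm, for the difference between arms and for the mean of the arms. The same threshold was used for genes adjusted over the list alone. DESeq2 1.42.0, with which the paper's methods tested genes, was run as an alternative on the 16 libraries and on the 8 libraries of an arm. The pairing follows from the labels, since the 2 libraries of a pair come from the same patient. Deviations from the group means had correlations of at least 0.585 (mean 0.753) within the 8 pairs.

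In all, 41 gene lists were written from general knowledge, for 15 pathways, 23 cell types and 3 signs of RNA quality. They were tested with camera from limma 3.58.1 at a preset correlation of 0.01 between genes, with an estimated correlation and with fry as alternatives, and called at an adjusted p under 0.05. GSVA scores were computed per library with gseapy 1.3.1 on log2 CPM with a prior count of 1, and cell type lists were also read as the mean log2 CPM of their genes. Differences of scores were tested between arms by an exact two-sided permutation test and over the pairs by an exact two-sided sign-flip permutation test. The arrangement of 4 patients against 4 gives 70 assignments. Changes of list scores were set against the percent of pSTAT3-positive cells in Table S5 over 7 patients, and only summaries over patients were kept. Other software was Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

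Genes are named by a rule set with the lists. It takes every gene the results text names for the RNA-seq, genes of Fig. 4E as a tally with up to 8 examples per arm, up to 12 genes per comparison by fold change among those called and changed the same way in all pairs, or else by smallest p, up to 4 genes of each list by smallest p, and JAK1, JAK2, STAT3, SOCS3 and PIM1. Fig. 4E had been viewed when the rule and the lists were set, and some lists hold genes of that figure. Coordinates are those of the GENCODE annotation of GRCh37, counted from 1, and were matched by symbol.

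Total counts ran from 7019224 to 21699947 in the paired libraries, so that counting error is small for all but low genes. The standard error of a fold change comes from a spread between patients that both arms share in the fit. With an arm's libraries alone, edgeR found 556 genes after RUX and 697 after RUX + PAC at an unadjusted p under 0.05. The shared fit found 180 and 1456. The edgeR step was tested on simulated counts of the RUX + PAC comparison, 4 pairs and 16644 genes, of which 200 were changed. It recovered 45% of genes changed 2-fold and 96% of genes changed 4-fold, with 12 false calls in that arm and 3 in the other arm. The changed genes were drawn only among genes with a mean of 50 counts or more, and each gene had the same spread in both arms. These shares therefore do not hold for genes with fewer counts or where the arms differ in spread. In the same simulation a raised list had a camera adjusted p of 2.40e-21, and 0 of 20 lists without change were called. The simulated genes were drawn independently of one another. The simulation therefore does not show how camera at the preset correlation behaves where genes of a list are correlated.

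Alternatives were another scaling (RLE size factors), no filter on low counts, no patient block, an adjusted p under 0.05, an arm's libraries alone, other scores, kernels and prior counts, and leaving out each patient in turn. Added after the counts had been seen were a table without the mitochondrial rRNA genes, and for the lists the fit without patient block and the fits without each patient. The Hallmark signatures, the cell fractions of the deconvolution and the clonotypes were not analysed here, and the share of immunoglobulin genes was not computed, since the table used here names no immunoglobulin genes.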

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

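The tests of the other cell types and of other assignments for the lists were chosen after the results had been seen, and the test of tumor epithelium before. After RUX + PAC against RUX alone, camera at its preset correlation found 11 lists higher and 3 lower in their change. The mesenchymal and matrix list stood higher by 0.43 (median log2 difference), fibroblast markers by 0.64, pericyte markers by 0.66 and endothelial markers by 0.79. Genes induced by TNF through NF-kB stood higher by 0.26, inflammatory response genes by 0.29, TGF-beta signaling genes by 0.17, p53 target genes by 0.18, M2-type macrophage genes by 0.37, basal keratin genes by 0.48 and immediate early genes by 0.33. The median was -0.45 for sterol and fatty acid synthesis genes, -0.21 for epithelial tumor markers and -0.15 for hypoxia and glycolysis genes. With an estimated correlation all of these lost the call, with an adjusted p of 0.678 or more by camera. Of 35 assignments of the patients to arms, 31 called at least as many lists as the real one, which called 14, and the highest of the others called 28, so that chance is not excluded. Without each of the 8 patients in turn, the mesenchymal, sterol and fatty acid and immediate early lists passed in all 8 fits, and the others did not in 1 to 4 of the fits, with adjusted p by camera up to 0.865.

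For the mesenchymal genes after RUX + PAC, a post-run-in biopsy with more stroma and less tumor epithelium was weighed against an effect of the treatment. The epithelial tumor list had a median log2 fold change of -0.0816, against a spread of 0.509 between pairs, which excludes neither a lower nor an unchanged share of epithelium. If a lower epithelial share raised every other cell type alike, the other cell types would lie near the fibroblast list, and 1 of 19 lists, that of melanocytes, lay apart from it in all 4 pairs and by more than the spread between pairs. The change of tissue composition and the change within cells cannot be told apart here, because the pairs differ too much and bulk RNA mixes the cell types. A rise of matrix genes within stromal cells under RUX + PAC stays open and was not tested.

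Of 115 groups, 114 of 4 values and 1 of 8, 9 had 1 value far from the others, all of them groups of 4, where chance gives about 1 in 20 groups. The number given is the gap to the nearest value as a share of the whole range. Among the patients given RUX it was 0.961 for the change of JAK1, 0.859 for SOCS3, 0.964 for the score of oxidative phosphorylation genes and 0.904 for that of regulatory T cell markers. Among the patients given RUX + PAC it was 0.878 for the score of IL-6, JAK and STAT3 signaling genes and 0.915 for that of pericyte markers. For the percent of counts from mitochondrial rRNA it was 0.893 in the libraries before RUX, 0.936 after RUX and 0.938 after RUX + PAC.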

How the results depend on the processing

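For the lists, the fits without patient block and without each patient, and for genes and lists the table without mitochondrial rRNA genes, were chosen after seeing the data. By edgeR the count of called genes stayed at 0 in the 4 comparisons with RLE size factors, no filter on low counts, a stricter threshold, no mitochondrial rRNA genes or any 1 patient left out, and in the 2 arms also with an arm's libraries alone. The fit with no replicate block also called 0 genes in each comparison, with 8, 107, 9 and 47 at an unadjusted p under 0.05, and 13, 22, 12 and 21 lists (after RUX, after RUX + PAC, between arms and over 8 pairs) against 16, 20, 14 and 22 with the pairing. DESeq2 called 222 genes after RUX + PAC and 53 over the 8 pairs, and 0 after RUX and between arms. DESeq2 on an arm's 8 libraries alone called 12 genes after RUX and 24 after RUX + PAC. With an estimated correlation camera called 0 lists in each of the 4 comparisons, and fry called 0, 1, 0 and 1, the 1 being p53 target genes. With 1 patient left out, camera called 10 to 21 lists after RUX (10 without RUX replicate 1), 16 to 24 after RUX + PAC, 7 to 28 between arms (7 without RUX+PAC replicate 2, 25 without RUX replicate 3 and 28 without RUX+PAC replicate 4) and 19 to 23 over 8 pairs. Of 41 list scores, 3 had an exact permutation p under 0.05 over 8 pairs, and 1 to 5 with 1 patient left out (1 without RUX replicate 1 or RUX+PAC replicate 4, 5 without RUX replicate 2 or 3).

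The interferon alpha score, 1 of the 3, had an exact permutation p of 0.0547 to 0.0781 in 8 of 12 alternatives (a mean z-score, no filter on low counts and 6 of the 8 patients left out). Of 120 list score values under alternatives 7 changed sign. With 1 patient left out, the difference between arms ran from -0.0273 to 0.263 for the interferon alpha list and from -0.0501 to 0.123 for the IL-6, JAK and STAT3 list, whose change over the 8 pairs ran from -0.0614 to 0.0127. With a Poisson kernel the difference between arms of the IL-6 receptor complex list was -0.0199. With GSVA scores the M0-type minus M1-type change was 0.190 and no longer passed, and the M0-type minus M2-type change was -0.0294. With each of 8 patients left out in turn, the M0-type minus M1-type change was 0.308 to 0.533 and passed, and the M0-type minus M2-type change was 0.0883 to 0.264. The correlation of the IL-6 receptor complex list with the staining was -0.104 without the 2 farthest patients. Of 2322 fold changes of named genes under alternatives, 2319 kept their direction and 3 did not. XAGE2 after RUX ran from -1.95 (without RUX replicate 3) to 3.53 with 1 patient left out and was -0.00134 by DESeq2 on the arm alone, and JAK2 after RUX + PAC ran from -0.26 to 0.11 (without RUX+PAC replicate 2). For these changes the cause was not tested. The immunoglobulin share was not run, since the table used here names no immunoglobulin genes, and depth limits only genes with few counts.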

Differences from the paper's values

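For the difference between the arms in JAK/STAT3 signatures the paper gives p = 0.0078, and the exact permutation p here was 0.514 for the mean score of 3 lists, 1 of which is the IL-6 receptor complex list, so that the sets of genes are not alike. By the same exact permutation test, STAT3 targets alone gave p = 0.457 and IL-6, JAK and STAT3 signaling genes alone p = 0.857. For IL-6 signatures the paper gives p = 0.0127, and the exact permutation p here, for the IL-6 receptor complex list alone, was 0.429. The legend of Fig. 4C names a paired t test of post-run-in against pre-run-in samples, with 4 patients in each arm, and does not state how it was applied to the difference between arms. In Fig. 4C lines join points of the RUX group with points of the RUX + PAC group. The test here took patients as replicates, and the paper's signatures were not used here. An exact permutation test of 4 patients against 4 gives no p under 0.0286, so that neither this test nor any of the 12 alternatives set before the data were examined could come within 1.5 times of the paper's values. The alternatives (a Poisson kernel, a mean z-score, all 17 libraries, no filter on low counts and each of 8 patients left out) gave exact permutation p from 0.143 to 0.829 for the mean score of the 3 lists and from 0.171 to 0.857 for the IL-6 receptor complex list alone, all above that smallest p.

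The paper lists about 12 genes after RUX in Fig. 4E, counted and read by eye, and edgeR called 0 here at the paper's threshold of an adjusted p under 0.1. After RUX + PAC it lists about 23 genes in Fig. 4E, read by eye, and edgeR called 0. Of the alternatives set before the data were examined, DESeq2 on an arm's 8 libraries alone called 12 genes after RUX, all 12 of them in Fig. 4E, and 24 after RUX + PAC, of which 23 are in Fig. 4E. DESeq2 on the 16 paired libraries called 0 after RUX and 222 after RUX + PAC, of which 21 are in Fig. 4E. The other alternatives, all with edgeR (a stricter threshold, RLE size factors, no filter on low counts, no patient block, an arm alone and each patient left out), called 0 genes in both arms. Of 18 log2 fold changes read by eye from Fig. 4E, 0 differed from those here by more than their standard error, and the largest gap was 0.354.

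For the EMT score over the 8 pairs, the paper's p is about 0.05 in Fig. 4G, read by eye, and the exact permutation p here was 0.0859 with another list of genes. Among the alternatives set before the data were examined, a mean z-score gave p = 0.0547 and the fit without RUX replicate 2 p = 0.0469 by the same exact permutation test, both within 1.5 times of the paper's value. By that exact permutation test a Poisson kernel gave p = 0.250, and all 17 libraries, no filter on low counts and the other patients left out gave 0.0781 to 0.172.

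The paper states that altered STAT3 and IL-6 signature levels were mostly correlated with the staining. Here r was above 0 for 3 of 3 lists, from 0.184 to 0.370, and the exact permutation p was 0.429 or more over 7 patients. For the IL-6 receptor complex list r was -0.104 without the 2 patients farthest from the median of the staining change. Fig. 4D covers several immunofluorescence readings and immunohistochemistry, and only the immunofluorescence of Table S5 was used here.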

Other observations

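The tests of other assignments and sign changes for the lists were chosen after the results had been seen, and those for genes, for T cells and for nerve before. Genes induced by p53 rose as a group after RUX + PAC, with 26 of 31 higher and a median log2 fold change of 0.30 (camera adjusted p = 7.74e-05, and adjusted p = 0.119 with an estimated correlation). The list also passed fry, which asks whether a list's genes move one way on balance (adjusted p = 0.00700 from fry), and no other list did in that arm. Adjusted over the list alone 4 genes rose, ZMAT3 (0.71, standard error 0.17), the kinase PLK3 (0.88), TP53INP1 (0.47) and PHLDA3 (0.76), and over all genes 0 passed edgeR, with 5 at an unadjusted p under 0.05. After RUX the median was 0.09, with 0.67 for PHLDA3 (camera adjusted p = 0.115). The GSVA score of the list was higher after run-in in 7 of 8 patients, with a mean change of 0.242 ± 0.166 (SD, n = 8, exact permutation p = 0.0156, adjusted p = 0.440 over 41 lists).

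By camera at its preset correlation, genes induced by interferon gamma fell in both arms. The median was -0.21 after RUX (46 of 51 lower, camera adjusted p = 3.36e-09, and adjusted p = 0.746 with an estimated correlation). After RUX + PAC it was -0.31 (45 of 51 lower, camera adjusted p = 1.42e-05, and adjusted p = 0.719 with an estimated correlation). Over patients the fall was not clear. The GSVA score changed by -0.0363 ± 0.334 after RUX, lower in 3 of 4 patients (SD, n = 4, exact sign-flip permutation p = 0.875). After RUX + PAC it changed by -0.161 ± 0.579, lower in 2 of 4 (SD, n = 4, exact sign-flip permutation p = 0.75). GBP1, an interferon-induced GTPase, had -0.92 after RUX and the peptide transporter TAP1 -0.72 after RUX + PAC. The call was lost without RUX replicate 1 after RUX (camera adjusted p = 0.139) and without RUX+PAC replicate 4 after RUX + PAC (0.827). Without RUX+PAC replicate 4 the direction of the list in that arm also turned. Over the 8 pairs, 5 of 58 interferon alpha genes fell adjusted over the list alone by edgeR, among them HERC6 (-0.57) and IFIT1 (-0.82). Among hypoxia and glycolysis genes, 2 fell after RUX + PAC adjusted over the list alone by edgeR, STC2 (-0.94) and the stress-induced mTOR inhibitor DDIT4 (-0.79). M2-type macrophage genes rose after RUX + PAC with a median of 0.31 (camera adjusted p = 0.00390, and adjusted p = 0.579 with an estimated correlation), with 1.73 for the chemokine CCL17, and without RUX+PAC replicate 1 the list did not pass (camera adjusted p = 0.293). Immediate early genes included JUNB (0.66), EGR3 (0.90) and KLF6 (0.59) after RUX + PAC, and the heat shock list had a median of -0.14 (camera adjusted p = 0.768).

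A loss of T and NK cells was tested as an explanation of the lower GZMB after RUX. The other T cell genes would then fall by about as much, and their median log2 fold change was -0.21 over 22 genes (quartiles -0.43 and -0.07), above -0.77, which is 0.5 of the change of GZMB. The gap of 0.558 was narrowly above the spread of 0.532 between pairs. In 4 of 4 pairs the mean change of these genes lay above 0.5 of the GZMB change of the same pair. This argues against a loss of all T cells as the whole cause, while a loss of cytotoxic or NK cells stays open, since PRF1 and GNLY were also lower, as does a lower expression within those cells.

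More peripheral nerve in the biopsies was tested as an explanation of the higher CDH19 after RUX. The other Schwann cell genes had a median log2 fold change of 0.0542 over 11 genes (quartiles -0.16 and 0.19). This lay below 1.10, which is 0.5 of the change of CDH19. In 4 of 4 pairs their mean change lay below 0.5 of the CDH19 change of the same pair. CDH19 did not rise in every pair, and a pair without a rise says nothing against nerve. Where CDH19 rose, these values argue against more nerve as the whole cause. An effect of RUX in another cell type stays open as untested.

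The 8 sign patterns of 4 pairs are too few for a share under 0.05. In them the real pattern called 0 genes and 16 lists after RUX, and the highest of the others 0 genes and 27 lists, and after RUX + PAC 0 genes and 20 lists against 0 genes and 26 lists. At least as many lists as the real pattern were called in 6 of the 8 patterns after RUX and in 4 of the 8 after RUX + PAC. For genes the comparison with other patterns tests nothing, since the real one called 0, so that all 35 assignments of patients to arms (highest of the others 2) and all 50 sign patterns drawn for the 8 pairs (highest of the others 0) called at least as many. In 50 of the 128 sign patterns of the 8 pairs, 8 called at least as many lists as the real one, which called 22, and the highest of the others called 28, so that chance is not excluded. At an unadjusted p under 0.05 edgeR found 180 genes after RUX, 1456 after RUX + PAC, 593 between arms and 911 over 8 pairs, and the highest of the other patterns gave 396, 2627, 1507 and 1718. With 1 patient left out these counts ran from 136 to 278, 1155 to 2350, 317 to 1250 and 499 to 1674. With no change, a share of 0.05 of the 16644 genes tested would pass. With all patients, the counts after RUX and between arms lay below that share. The count over 8 pairs lay near it and the count after RUX + PAC above it. With the RUX + PAC libraries alone, 697 of 15311 genes tested had an unadjusted p under 0.05 by edgeR, below a share of 0.05. With the RUX libraries alone it was 556 of 15456, also below that share. The excess after RUX + PAC was thus not seen with the libraries of that arm alone. The preset correlation of 0.01 lies far below that estimated after RUX for many lists, such as 0.262 for mesenchymal, 0.479 for interferon alpha and 0.768 for T cell genes. For p53 targets (-0.0121) and the IL-6 receptor complex list (0.00513) it does not. Where the preset is too low, the adjusted p by camera is too small, in the real pattern and in the others. The other patterns were not tested with an estimated correlation.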
